# A gene silencing screen uncovers diverse tools for targeted gene repression in *Arabidopsis*

**DOI:** 10.1038/s41477-023-01362-8

**Published:** 2023-03-06

**Authors:** Ming Wang, Zhenhui Zhong, Javier Gallego-Bartolomé, Zheng Li, Suhua Feng, Hsuan Yu Kuo, Ryan L. Kan, Hoiyan Lam, John Curtis Richey, Linli Tang, Jessica Zhou, Mukun Liu, Yasaman Jami-Alahmadi, James Wohlschlegel, Steven E. Jacobsen

**Keywords:** Gene silencing, Molecular engineering in plants, Genetic engineering

## Abstract

DNA methylation has been utilized for target gene silencing in plants. However, it is not well understood whether other silencing pathways can be also used to manipulate gene expression. Here we performed a gain-of-function screen for proteins that could silence a target gene when fused to an artificial zinc finger. We uncovered many proteins that suppressed gene expression through DNA methylation, histone H3K27me3 deposition, H3K4me3 demethylation, histone deacetylation, inhibition of RNA polymerase II transcription elongation or Ser-5 dephosphorylation. These proteins also silenced many other genes with different efficacies, and a machine learning model could accurately predict the efficacy of each silencer on the basis of various chromatin features of the target loci. Furthermore, some proteins were also able to target gene silencing when used in a dCas9-SunTag system. These results provide a more comprehensive understanding of epigenetic regulatory pathways in plants and provide an armament of tools for targeted gene manipulation.

## Abstract (web summary)

Using a gain-of-function method, this work identified 14 plant proteins that can repress gene expression via diverse epigenetic pathways, including DNA methylation, histone modifications and interference of RNA polymerase II transcription.

## Main

Transcriptional gene regulation is a fundamental biological process that controls the on or off states of gene expression, and involves DNA methylation, histone modification and chromatin remodelling^1^. In plants, DNA methylation is generally linked to transcriptional gene silencing^2^. For example, the *Arabidopsis FWA* gene is normally DNA methylated and silenced in all tissues, except in the developing endosperm where it is demethylated and expressed^3^.

In addition to DNA methylation, histone modifications also contribute to gene silencing^1^. For example, polycomb repressive complex (PRC) 1 and PRC2 are conserved in plants and animals and act to silence genes via the histone mark H3K27 trimethylation (me3) (refs. ^4–6^). Gene silencing can be also achieved by removing activating histone marks. For example, histone H3K4me3 and histone acetylation are associated with active gene activity, which can be erased through H3K4 demethylases such as Jumonji-containing proteins (JMJs), and histone deacetylases (HDACs), respectively^7–9^.

Artificial zinc fingers are DNA binding domains that can be designed to bind a specific sequence and guide fusion proteins to specific loci^10^. For example, artificial zinc finger 108 (hereafter ZF) was designed to bind the *Arabidopsis* *FWA* promoter in the region that is normally methylated in Col-0 wild-type plants^11^. When ZF was fused with the RNA-directed DNA methylation (RdDM) component SUVH9 and transformed into *fwa* epiallele-containing plants, *FWA* DNA methylation and suppression were restored^11^. It was later shown that ZF fusions with many other RdDM-related proteins also caused *FWA* silencing and methylation^12–14^. However, it is largely unknown whether ZF fusions with non-DNA-methylation-related chromatin proteins can also trigger target gene silencing^15^.

In this Article, we fused a panel of 270 putative *Arabidopsis* chromatin proteins to ZF, and screened for fusions capable of silencing *FWA*. We identified 14 proteins capable of silencing through diverse mechanisms including establishment of DNA methylation, H3K27me3 deposition, H3K4me3 demethylation, H3K9, H3K14, H3K27 and H4K16 deacetylation, inhibition of RNA polymerase II (Pol II) transcriptional elongation, or Pol II dephosphorylation. We found that some target genes were only silenced by certain effector proteins, and a machine learning model could accurately predict which genes would be effectively silenced based on proximal chromatin features and expression levels of the target genes. Some proteins were also able to target gene silencing using the CRISPR/dCas9 based SunTag system^14,16^. These findings lay a foundation for more detailed mechanistic understanding of gene silencing pathways and provide an array of new tools for targeted gene silencing.

## Results

### A gain-of-function screen for regulators of gene silencing

We utilized the native *Arabidopsis* gene *FWA* as a reporter to screen for regulators of gene silencing. *FWA* encodes a transcription factor that causes a late flowering phenotype when overexpressed, resulting in a greater number of leaves produced before flowering. In Col-0 wild-type plants, *FWA* is completely silenced by DNA methylation, while in *fwa* epialleles that have permanently lost this DNA methylation, *FWA* misexpression causes late flowering^17^. To find putative gene silencing regulators, we searched the *Arabidopsis* ORFeome collections^18,19^ for chromatin-related proteins and also added other proteins of interest that were not present in the ORFeome collections (Supplementary Table 1). A total of 270 putative *Arabidopsis* chromatin proteins were fused with a ZF designed to bind the *FWA* promoter^11^. These fusions were individually transformed into *fwa* plants to screen for regulators that triggered *FWA* silencing and restored an early flowering phenotype.

This screen identified 14 effector proteins that successfully restored the early flowering phenotype of the *fwa* epiallele (Fig. 1a). Among these effectors, DMS3, SUVH2, SUVH9 and MORC1 are known players in the RdDM pathway, and previous studies have shown that DMS3-ZF, SUVH9-ZF and MORC1-ZF could restore methylation and silencing of *FWA*^11,12^. 

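BS-PCR-seq covered 28 libraries of leaf DNA, 2 replicates each of *fwa*, Col-0, ZF-SUVH2 and 11 other ZF fusion lines, among them a control line labelled YPET-ZF that was read as EYFP-ZF. The authors amplified 3 regions of bisulfite-converted *FWA* DNA, aligned the reads to TAIR10 with BSMAP and deposited the count of methylated reads and the coverage of each cytosine. The sequence around every one of the 3145 cytosine entries on the 5 chromosomes equalled that of the reference genome used here. Across the 3 regions, the median coverage of a cytosine was between 14216 reads in Col-0 replicate 1 and 68305 reads in ZF-SUVH2 replicate 2, and the lowest coverage of a cytosine was 30 reads. Levels are methylated reads in percent of all reads at the cytosines of a context. A cytosine was called methylated in a line when its level was at least 10 percentage points above *fwa* in both replicates, each with an adjusted p under 0.05 (Fisher's exact test, two-sided, against the summed reads of both *fwa* replicates, Benjamini-Hochberg adjustment). With a coverage minimum of 20 reads in every library, 14 CG, 3 CHG and 57 CHH cytosines were tested in each line. PCR reads are not independent molecules, so intervals and detection floors cover counting error only.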

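In Col-0, the CG level over the 3 regions was 84.8 ± 1.06% (SD, n = 2 replicates), and 14 of 14 CG, 1 of 3 CHG and 11 of 57 CHH cytosines were called methylated. In *fwa*, the CG level was 0.0902% in replicate 1 (95% counting interval 0.0804 to 0.101%) and 0.109% in replicate 2. ZF-SUVH2 had a CG level of 77.1 ± 5.31% (SD, n = 2) in region 1, 6.61 ± 4.16% in region 2 and 0.598 ± 0.666% in region 3. All 3 CG cytosines of region 1, between positions 13038250 and 13038272 on chromosome 4, were called methylated in ZF-SUVH2, together with 4 of the 19 CHH cytosines there and no cytosine of regions 2 and 3. The CHH level in region 1 was 9.02 ± 1.74% in ZF-SUVH2 and 4.68 ± 0.601% in Col-0. With 2 replicates against 2, a test over replicates cannot go below p = 0.333 (exact permutation test). The count for ZF-SUVH2 moved most without the minimum of 10 percentage points, to 12 CG and 45 CHH cytosines, and replicate 2 alone gave 6 CG and 8 CHH cytosines.

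**Figure D1:**
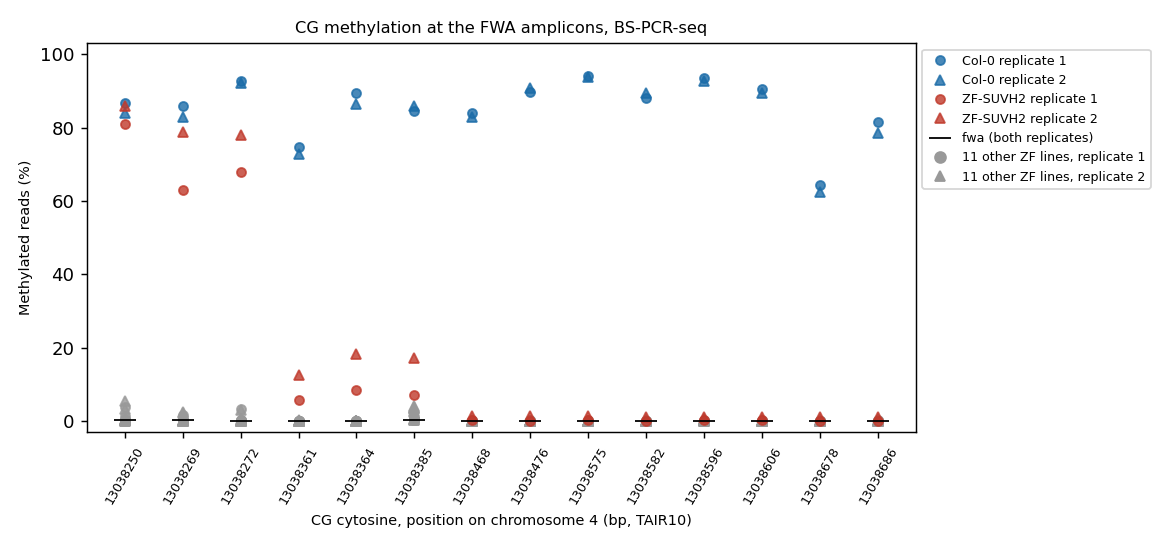
CG methylation level (percent of reads) at each CG cytosine of the FWA regions, by position on chromosome 4, with a point for each replicate. Col-0 was methylated in all 3 regions, and ZF-SUVH2 mainly in region 1, where its level was 77.1%.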

SUVH2 is a close homologue of SUVH9 that functions in RdDM^11^, and it was thus not unexpected that ZF-SUVH2 would also methylate and silence *FWA* expression (Fig. 1b–d).

**Fig. 1:**
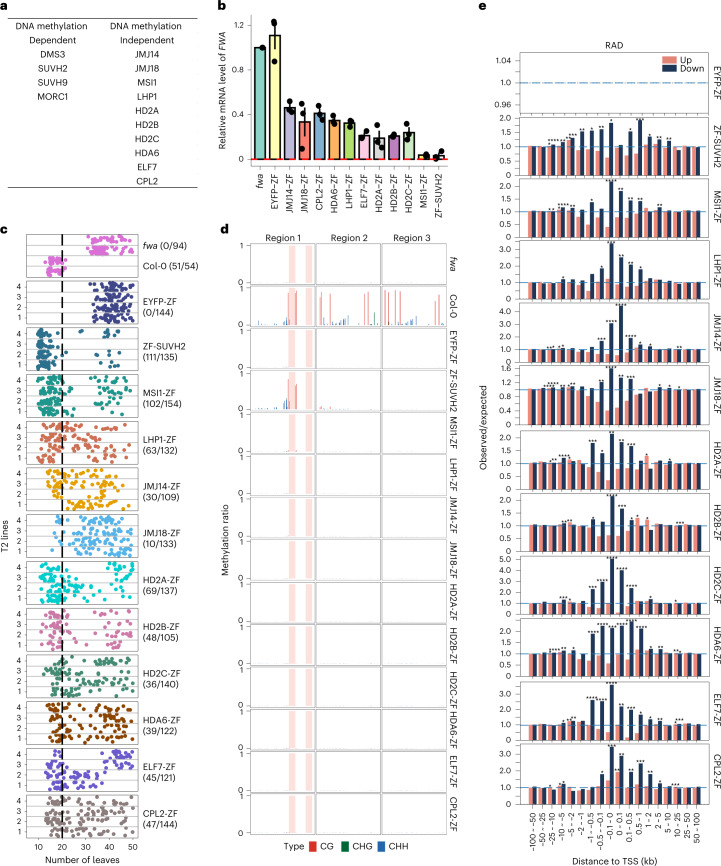
The effector proteins obtained from ZF target screening. **a**, The list of effector proteins identified from ZF target screening, which were dependent (left) or independent (right) of DNA methylation. **b**, Bar chart showing the relative mRNA level of *FWA* in *fwa* and three representative T2 ZF fusion lines using normalized reads of RNA-seq data (RPKM). The error bars indicate the standard error (SE) of the three replicates of each sample. **c**, Flowering time of *fwa*, Col-0 and four representative T2 ZF fusion lines as measured by the number of leaves, the number of plants with 20 or fewer leaves are indicated. **d**, CG, CHG and CHH DNA methylation levels over *FWA* promoter regions in *fwa*, Col-0 and representative T2 ZF fusion lines measured by BS-PCR-seq. Pink vertical boxes indicate ZF binding sites. **e**, The observed/expected values of upregulated (pink bars) and downregulated (dark-blue bars) DEGs over ZF off-target sites in ZF fusion lines, measured by RAD analysis. The asterisks indicate the *P* value calculated with one-sided hypergeometric test, *P* < 0.05: *; *P* < 0.01: **; *P* < 0.001: ***; *P* < 0.0001: ****. The *P* values of each ZF fusion at 100 bp upstream of TSS with downregulated DEGs are 0.07 (EYFP-ZF), 0.02 (ZF-SUVH2), 2.91 × 10^−5^ (MSI1-ZF), 0.004 (LHP1-ZF), 4.43 × 10^−8^ (JMJ14-ZF), 2.09 × 10^−5^ (JMJ18-ZF), 0.001 (HD2A-ZF), 2.79 × 10^−7^ (HD2B-ZF), 9.52 × 10^−9^ (HD2C-ZF), 0.0002 (HDA6-ZF), 4.28 × 10^−7^ (ELF7-ZF) and 0.0006 (CPL2-ZF).

We also identified many gene regulators that silenced *FWA* in a DNA methylation-independent manner (Fig. 1a–d), including two polycomb-group proteins MULTICOPY SUPRESSOR OF IRA1 (MSI1) and LIKE HETEROCHROMATIN PROTEIN 1 (LHP1), two JMJs JMJ14 and JMJ18, four HDACs HD2A, HD2B, HD2C and HDA6, a Pol II-associated factor 1 (PAF1) homologue EARLY FLOWERING 7 (ELF7) and Carboxyl-terminal Domain Phosphatase-like 2 (CPL2) (Fig. 1a). 

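None of the 14 CG, 3 CHG and 57 CHH cytosines was called methylated in MSI1-ZF, LHP1-ZF, JMJ14-ZF, JMJ18-ZF, HD2A-ZF, HD2B-ZF, HD2C-ZF, HDA6-ZF, ELF7-ZF, CPL2-ZF or EYFP-ZF. The mean CG level over the 3 regions was lowest in CPL2-ZF, at 0.0921 ± 0.00974% (SD, n = 2 replicates), and highest in MSI1-ZF, at 1.13 ± 0.608%. The highest mean CHG and CHH levels of these lines were 0.0985% and 0.168%, both in MSI1-ZF. The largest difference from *fwa* at any CG cytosine was 5.36 percentage points, at position 13038250 in MSI1-ZF replicate 2, so no choice of p threshold would bring a cytosine past the size minimum. In region 1, the CG level of MSI1-ZF was 3.49 ± 0.604% against 0.134 ± 0.0477% in *fwa*, a difference larger than the spread between replicates. JMJ14-ZF was also raised there in both replicates, at 0.714 and 2.37%, where *fwa* was at 0.167% or lower. Without the size minimum, 6 CG and 12 CHH cytosines of MSI1-ZF were past the adjusted p in both replicates, the most of the 11 lines, and none of the CG cytosines of CPL2-ZF and EYFP-ZF. From Fig. 1a–d, the paper states for the 10 effector fusions among these lines, not for its control EYFP-ZF, that they silenced *FWA* independently of DNA methylation.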

The ZF fusions of these proteins restored an early flowering phenotype of the *fwa* epiallele to a similar level as in wild-type Col-0 plants, (Fig. 1c and Extended Data Fig. 1a), even though the *FWA* silencing was less efficient than ZF-SUVH2 (Fig. 1b and Extended Data Fig. 1b).

Although ZF was designed to bind the *FWA* promoter, it also binds to thousands of off-target sites throughout the genome^12^. We therefore performed RNA sequencing (RNA-seq) to determine whether the different ZF fusion proteins could also regulate other genes near these off-target binding sites. We analysed genes near 6,091 ZF chromatin immunoprecipitation followed by sequencing (ChIP–seq) peaks that showed at least four-fold enrichment of ZF ChIP–seq signal relative to a *fwa* non transgenic control (Supplementary Table 2). 

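ChIP–seq with an anti-FLAG antibody located the ZF binding sites. The 1 peak list available is from a line labelled TRB1-ZF, whereas the paper calls the experiment FLAG-ZF. It was made from floral tissue, while the histone and Pol II lists came from leaves. No FLAG list of another ZF line was available, so binding through ZF and through a fused protein cannot be told apart. The authors called peaks with MACS2 against *fwa* and deposited 22463 summits, each with its own fold enrichment, which fall into 19986 regions on the 5 chromosomes. The list holds no read counts, so the depth is unknown, and there is no replicate. Taking regions whose first listed summit was at least 4-fold enriched gave 6091 sites with a median width of 572 bp. Reading the fold at the first listed summit was chosen after the list had been seen, because that rule returned each of the 1997 rows of Supplementary Table 2 that could be read, with the same start, end and fold. The other 4094 rows of that table were not available. Any summit of at least 4-fold gave 6574 regions, and counting summits gave 6915. As a comparison, 10 shuffled positions were drawn for each site on the same chromosome. *FWA* (AT4G25530) lies on chromosome 4 from 13038360 to 13042464. Its promoter is covered by a ZF peak from 13037577 to 13039025, whose summit at 13038292 has a fold of 11.7, the highest summit in the list. Because the first listed summit of that region has a fold of 2.44, the promoter region is not among the 6091 sites. A region over the 3′ end of the gene, from 13042193 to 13042925 with a fold of 6.67, is.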

The differentially expressed genes (DEGs) near ZF off-target peaks were analysed using region-associated DEG (RAD) analysis^20^. This analysis showed that all the ZF fusions, except the control fusion EYFP-ZF, showed a higher number of downregulated DEGs than upregulated DEGs when the ZF peak was within 1 kb of the start site of the gene (Fig. 1e and Extended Data Fig. 1c), suggesting that all the identified fusions can repress many other genes in addition to *FWA*.

Previous studies showed that mutation of some of the effector genes displayed early flowering phenotypes, including *ELF7* (ref. ^21^), *LHP1* (ref. ^22^), *JMJ14* (ref. ^7^) and *CPL2* (ref. ^23^). Therefore, we wanted to ensure that expression of the ZF fusions was not causing a suppression of the expression of the endogenous genes. We compared the expression level of the endogenous gene by examining reads corresponding to the 3′ untranslated region (UTR) regions of the genes, which were excluded from ZF fusion transgenes. We found that the 3′ UTR expression levels were unaltered in the transgenic plants, suggesting that the early flowering phenotype of these ZF fusion lines was due to the silencing of *FWA*, rather than silencing of the endogenous effector encoding genes (Supplementary Fig. 1).

### The heritability of target gene silencing in ZF fusions

To test inheritance of the DNA methylation in ZF-SUVH2, bisulfite amplicon sequencing analysis (BS-PCR-seq) was performed to evaluate DNA methylation at *FWA* promoter regions in T2 lines that still contained the transgene and in lines that had segregated away the transgene (null segregants). DNA methylation was observed in both transgenic and null segregant lines, showing that DNA methylation established by ZF-SUVH2 could be heritable in the absence of the transgene (Fig. 2a), as has been shown for other fusion proteins that target DNA methylation to *FWA*^11,12,24^. As expected, the early flowering phenotype was also inherited in many null segregant plants in the T2 population (Fig. 2b and Supplementary Table 3).

**Fig. 2:**
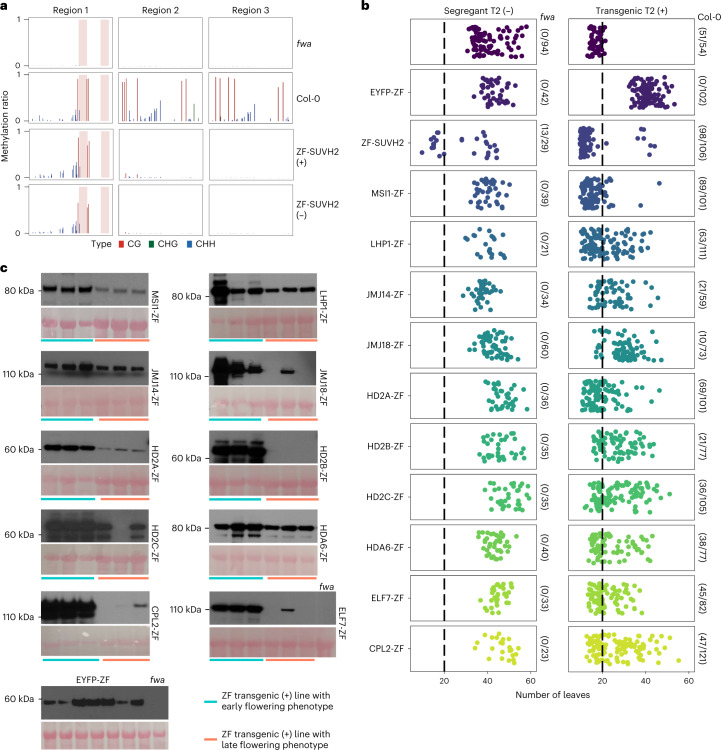
The inheritability of target gene silencing in the T2 lines of ZF fusions. **a**, CG, CHG and CHH DNA methylation levels over *FWA* promoter regions in *fwa*, Col-0, ZF-SUVH2 transgenic T2 line (+) and ZF-SUVH2 segregant T2 line (−), measured by BS-PCR-seq. Pink vertical boxes indicate ZF binding sites. **b**, Flowering time of ZF fusions T2 segregant lines (−) and transgenic lines (+). The number of plants with 20 or fewer leaves are indicated. **c**, Western blot showing the protein expression levels of ZF fusion T2 transgenic lines with early flowering phenotype (left three samples) and late flowering phenotype (right three samples). The top panels of each ZF fusion were blotted with anti-FLAG, and the bottom panels were stained by Ponceau using as loading controls; each experiment was repeated twice independently with similar results. Source data

We similarly analysed the heritability of the flowering time phenotypes for the ZF fusions that were not associated with *FWA* DNA methylation. We found that, in T2 plants that inherited the fusion protein transgenes, the early flowering phenotype was usually maintained (Fig. 2b). However, in all null segregant plants, the flowering time reverted to the typical late flowering phenotype of *fwa* plants (Fig. 2b), showing that the persistent presence of the fusion protein transgenes was needed for *FWA* silencing. Within the population of transgene-containing T2 plants, we observed wide variation in flowering time (Fig. 2b). This was probably due to differences in the expression level of the fusion proteins, as we observed by western blotting that plants with high levels of transgene expression tended to have an early flowering phenotype, while plants with low protein expression levels tended to have a late flowering phenotype (Fig. 2c).

### Targeted gene silencing by H3K27me3 deposition

MSI1 is a component of the PRC2 complex that also interacts with the *Arabidopsis* PRC2 accessory protein LHP1 (refs. ^25–27^), both of which are important for H3K27me3-mediated gene silencing. Therefore, to test whether H3K27me3 was deposited at *FWA* and ZF off-target sites, H3K27me3 and H3 ChIP–seq were performed in MSI1-ZF, LHP1-ZF and the *fwa* control. Indeed, H3K27me3 ChIP–seq signals were higher at *FWA* in LHP1-ZF and MSI1-ZF than *fwa* control plants (Fig. 3a). 

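H3K27me3 peak lists were available for 2 replicates each of LHP1-ZF, MSI1-ZF, ELF7-ZF and JMJ14-ZF, with 1 *fwa* library in each replicate's data set, and for 2 replicates of EYFP-ZF with 2 *fwa* libraries of their own data set. H3 ChIP–seq was not analysed here. The authors aligned reads to TAIR10 with Bowtie2, keeping those with 1 mapping site and no mismatch, removed duplicates and called peaks with MACS2 in each sample. The lists give the position of each peak with its fold and the −log10 of its q value, without read counts, so the depth of the libraries is unknown and the number of peaks is the only measure of it. That number was between 11750 and 12836 in LHP1-ZF, 10949 and 12438 in MSI1-ZF, 12471 and 13633 in ELF7-ZF, 12441 and 14103 in their *fwa* libraries, 940 and 1373 in EYFP-ZF, and 1149 and 2199 in the *fwa* libraries beside EYFP-ZF. The paper compared signal normalized to H3, which the lists do not hold, so the presence of peaks was compared. A ZF site counted as gained when its midpoint lay in a peak of the fusion and in none of the *fwa* libraries of that data set, and as lost when it lay in a peak of all those *fwa* libraries and not in the fusion. The share of gained among gained and lost sites was set against the same share at shuffled sites (Fisher's exact test, two-sided, Benjamini-Hochberg adjustment over all libraries of all marks). A change was called when every library of the fusion had an adjusted p under 0.05 in the same direction. The p-values take sites as units and do not measure the spread between libraries. The gained share falls where more sites carry a peak in *fwa* to begin with, so a lower share does not by itself show extra loss. Further shares, chosen after the values had been seen, were therefore tested in the same way: sites that lost the peak among those marked in all *fwa* libraries, and sites that gained one among those marked in none.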

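Over *FWA* and the 1000 bp upstream of it, no H3K27me3 peak was called in any of the *fwa* libraries. MSI1-ZF had 2 peaks in each replicate, covering 4086 bp in replicate 1 and 1041 bp in replicate 2. The wider of them in replicate 1 ran from 13038250 to 13041756 with a fold of 6.27, higher than 88.4% of the peaks of its list. Peak folds are the authors' values and are read here only within their own list. LHP1-ZF had 3 peaks in replicate 1, covering 769 bp in all, and none in replicate 2. The means were 2563.5 ± 2153 bp (SD, n = 2) in MSI1-ZF and 384.5 ± 544 bp (SD, n = 2) in LHP1-ZF, so the spread between replicates was larger than the mean in LHP1-ZF. Over the gene alone, without the upstream 1000 bp, the means were 2103.5 bp in MSI1-ZF and 257.5 bp in LHP1-ZF. The absence of a call in a list of unknown depth is not a measure of the signal.

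**Figure D2:**
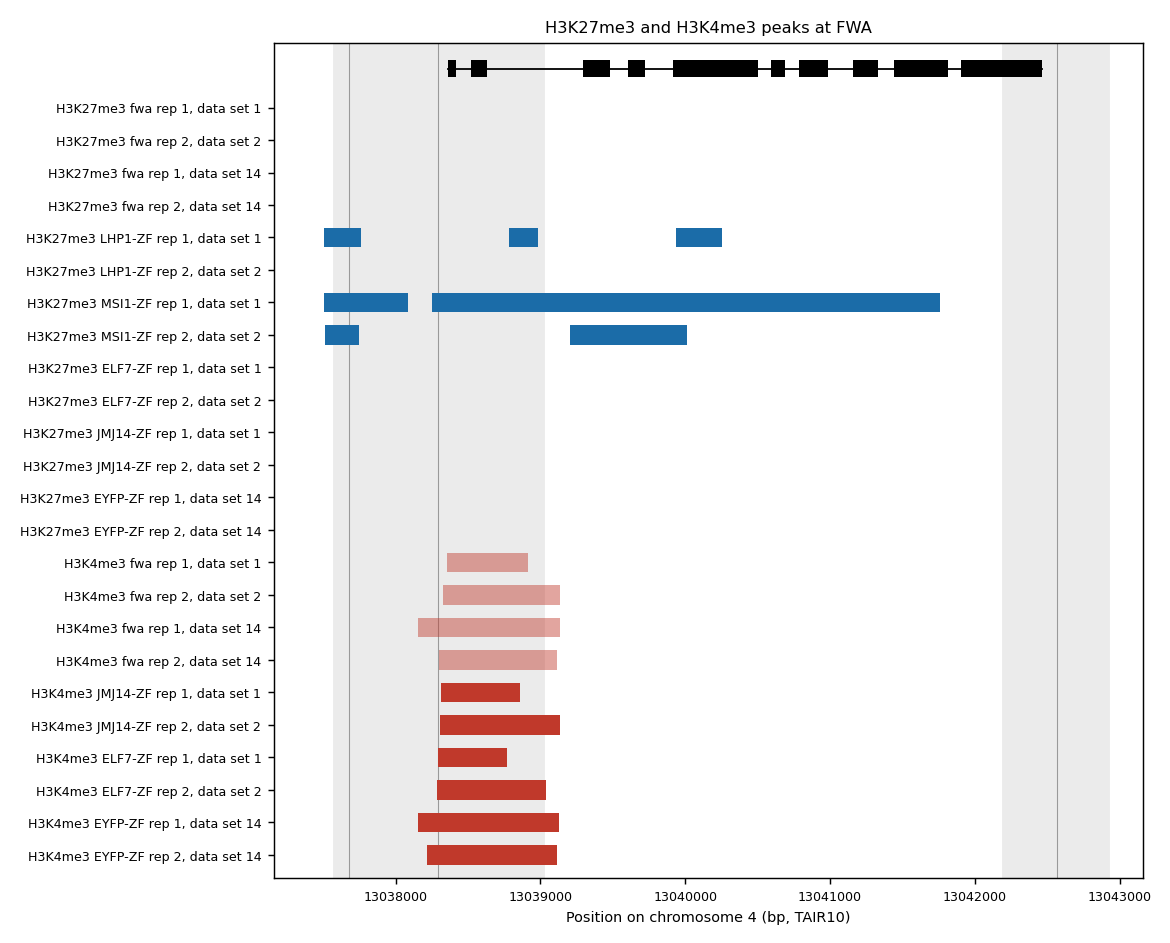
H3K27me3 peaks over FWA by position on chromosome 4 (bp), with a line for each library. Faded bars are fwa, grey bands the ZF peaks, grey lines their summits and black boxes the FWA exons; peaks were called in both replicates of MSI1-ZF and in replicate 1 of LHP1-ZF.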

We also observed H3K27me3 enrichment in LHP1-ZF and MSI1-ZF when plotting over 6,091 ZF off-target sites (Fig. 3b and Extended Data Fig. 2a), while the H3K27me3 level was similar between a control EYFP-ZF line and *fwa* plants at both *FWA* and ZF off-target loci (Extended Data Fig. 2b,c), suggesting that tethering MSI1 and LHP1 to *FWA* and other target genes can cause gene silencing associated with H3K27me3 deposition.

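At the 6091 sites, LHP1-ZF gained H3K27me3 peaks at 218 and lost them at 128 in replicate 1, and gained 219 and lost 108 in replicate 2. The gained share was 40.8 ± 4.33 percentage points higher than at shuffled sites (SD, n = 2 libraries, higher in both, the larger adjusted p = 1.1e-40, Fisher's exact test). In MSI1-ZF, 386 sites were gained and 54 lost in replicate 1, 278 gained and 95 lost in replicate 2, and the gained share was higher by 47.2 ± 1.11 percentage points (n = 2, higher in both, the larger adjusted p = 1.8e-66, exact test). In EYFP-ZF, 8 sites were gained and 7 lost in replicate 1, with 1 gained and 7 lost in replicate 2, which differed by −16.4 ± 20.6 percentage points from shuffled sites and was not past the threshold in either library (the larger adjusted p = 1, exact test). The small number of peaks in these lists limits that comparison. Of the sites unmarked in *fwa*, LHP1-ZF gained a peak at 4.17 and 4.08%, against 0.976 and 0.784% of such shuffled sites, and MSI1-ZF at 7.38 and 5.18%, against 1.55 and 0.899% (the larger adjusted p = 9.6e-58 and 2.7e-96, exact test). Of the alternatives that kept the gained share, requiring a summit within 250 bp of the site moved these differences most, to 12.1 percentage points in LHP1-ZF and 21.4 in MSI1-ZF, both still called, and the direction and call in both lines held under all alternatives tried. Gained sites common to both replicates numbered 56 in LHP1-ZF and 121 in MSI1-ZF. The site of highest FLAG fold among them was, in LHP1-ZF, from 17084899 to 17085701 on chromosome 5, 613 bp upstream of the long non-coding RNA gene AT5G06365, and in MSI1-ZF from 16751916 to 16753329 on chromosome 5, nearest to the start of AT5G41840. From the enrichment at these sites and the similar level in EYFP-ZF, the paper proposes that tethering MSI1 and LHP1 can silence genes in association with H3K27me3 deposition.

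**Figure D3:**
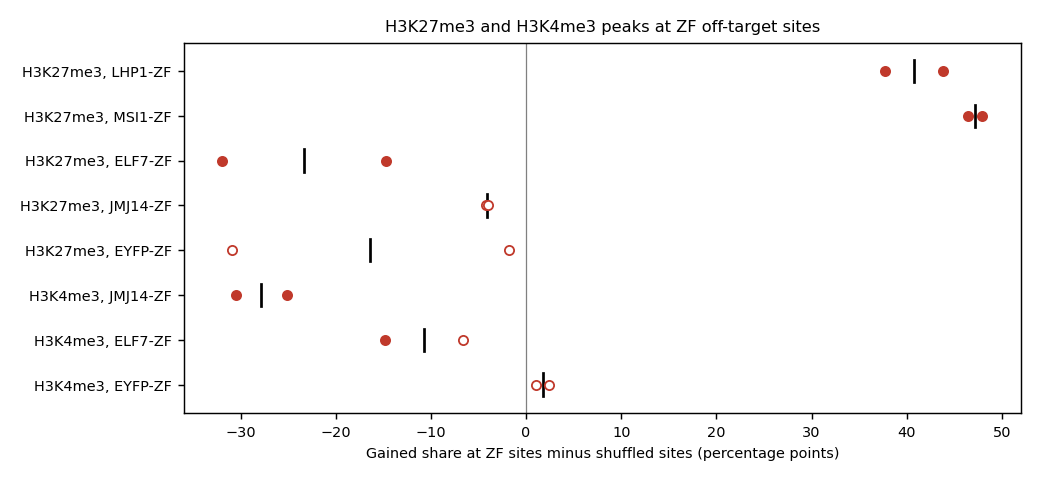
Difference in the gained share of peaks between ZF off-target and shuffled sites (percentage points) for H3K27me3 and H3K4me3. Each dot is a library, filled where its adjusted p is under 0.05, and each bar the mean; LHP1-ZF and MSI1-ZF lie above 0, at 40.8 and 47.2.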

**Fig. 3:**
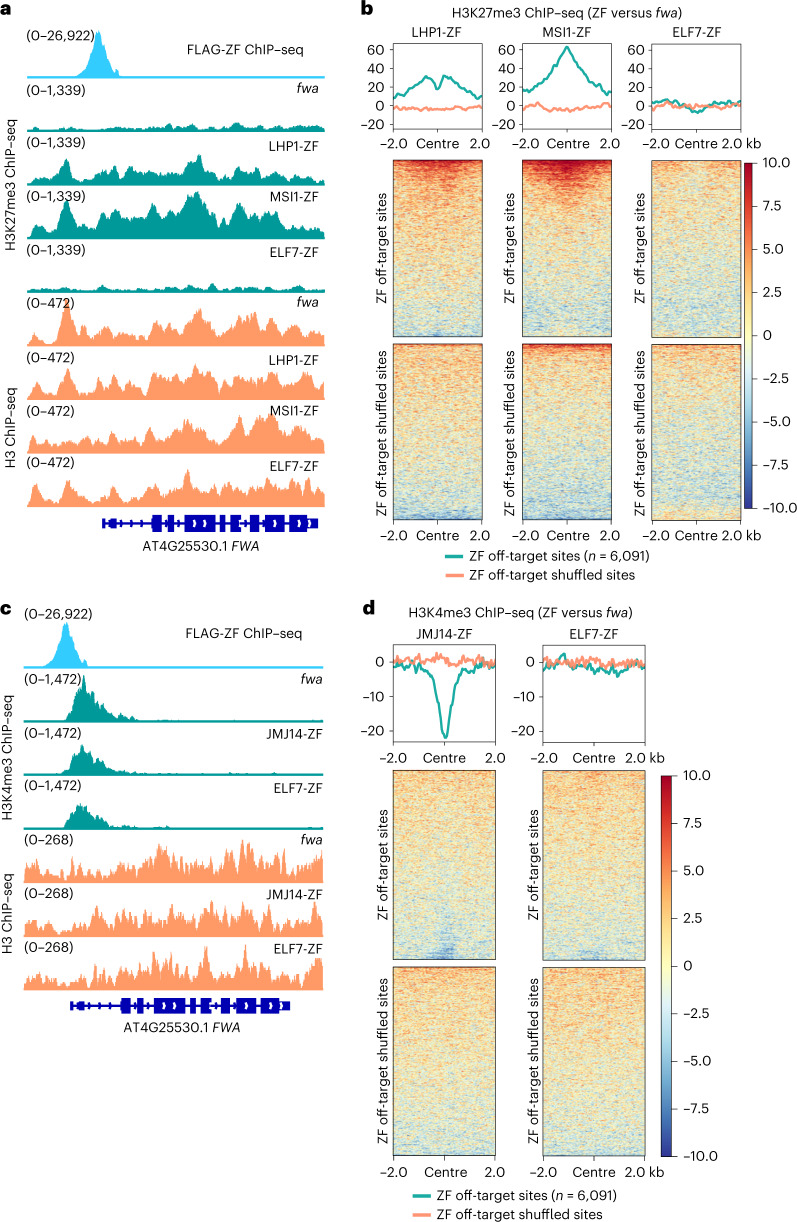
Targeted gene silencing by H3K27me3 deposition and H3K4me3 demethylation. **a**, Screenshots of H3K27me3 (top) and H3 (bottom) ChIP–seq signals over *FWA* region in *fwa*, LHP1-ZF, MSI1-ZF and ELF7-ZF. FLAG-ZF ChIP–seq indicates ZF binding site. **b**, Metaplots and heat maps depicting the normalized H3K27me3 ChIP–seq signals over ZF off-target sites and the shuffled sites (*n* = 6,091) in the representative T2 lines of LHP1-ZF, MSI1-ZF and ELF7-ZF versus *fwa*, respectively. **c**, Screenshots of H3K4me3 (top) and H3 (bottom) ChIP–seq signals over *FWA* region in *fwa*, JMJ14-ZF and ELF7-ZF. The FLAG-ZF ChIP–seq signal indicates ZF binding site. **d**, Metaplots and heat maps depicting the normalized H3K4me3 ChIP–seq signals in the representative T2 lines of JMJ14-ZF and ELF7-ZF versus *fwa* over ZF off-target sites and the shuffled sites (*n* = 6,091), respectively.

### Targeted gene silencing by H3K4me3 removal

Two H3K4 demethylase protein fusions, JMJ14-ZF and JMJ18-ZF, successfully triggered an early flowering phenotype and silenced *FWA* in a DNA methylation independent manner (Fig. 1a–e). H3K4me3 and H3 ChIP–seq was performed in JMJ14-ZF, where we found that JMJ14-ZF caused a reduction of H3K4me3 over the *FWA* locus (Fig. 3c), as well as over ZF off-target regions (Fig. 3d and Extended Data Fig. 3a), but this was not observed in the EYFP-ZF line (Extended Data Fig. 2b, c). Furthermore, we observed more H3K4me3 removal at ZF off-targets that contained high levels of pre-existing H3K4me3, and less removal at sites with low levels of pre-existing H3K4me3 (Extended Data Fig. 3b). In addition, unlike MSI1-ZF and LHP1-ZF (Fig. 3a,b), JMJ14-ZF did not show accumulation of H3K27me3 at *FWA*, nor at ZF off-target regions (Extended Data Fig. 3c,d). Thus, silencing by JMJ14 is probably acting directly via removal of H3K4me3 rather than by accumulation of H3K27me3, a mark which can act antagonistically with H3K4me3 (refs. ^28–30^). 

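The H3K4me3 lists came from 2 replicates of JMJ14-ZF, each with 1 *fwa* library of the same data set, and from 2 replicates of EYFP-ZF with 2 *fwa* libraries. They were made and compared in the same way as those of H3K27me3, and held between 16142 and 17225 peaks in JMJ14-ZF, 16097 and 16170 in EYFP-ZF, and 16209 and 17147 in *fwa*. Over *FWA*, a peak was called at the start of the gene in every library. It covered 685 ± 199 bp (SD, n = 2) in JMJ14-ZF and a mean of 684 bp in the *fwa* libraries beside it, and 933.5 ± 53.0 bp in EYFP-ZF against 899.5 bp. Over the gene alone, the peak of JMJ14-ZF was narrower than that of *fwa* in replicate 1 (499 against 557 bp) and not in replicate 2 (775 against 774 bp), so that replicate 1 decides the mean difference of −28.5 bp. Within its own list, the JMJ14-ZF peak had a higher fold than 45.3% of peaks in replicate 1 and 53.9% in replicate 2, and the *fwa* peak than 73.7% and 82.1%. The EYFP-ZF peak also ranked lower, at 62.8 and 55.5% against 67.2 and 63.2% in its *fwa* libraries. Among the ZF off-target sites, JMJ14-ZF gained H3K4me3 peaks at 26 sites and lost them at 183 in replicate 1, and gained 32 and lost 100 in replicate 2. The gained share differed from that at shuffled sites by −27.8 ± 3.84 percentage points (SD, n = 2 libraries, lower in both, the larger adjusted p = 2.0e-10, Fisher's exact test). Of the sites marked in *fwa*, JMJ14-ZF lost 16.4 and 8.63%, against 11.5 and 6.35% at shuffled sites (the larger adjusted p = 0.0132, exact test). In EYFP-ZF, the difference was 1.73 ± 1.03 percentage points (n = 2, the larger adjusted p = 0.945, exact test) and changed sign under some alternatives, the furthest being −7.57 when a summit within 250 bp was required.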

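To set the loss of peaks beside the level of H3K4me3 before, the peaks of each *fwa* library were divided into quartiles by their own fold, and the share without any overlapping peak in the fusion was compared between peaks covering a ZF site and peaks more than 2000 bp from all of them. In the lowest quartile, JMJ14-ZF lacked 24.0% of the peaks at ZF sites and 14.1% of those away, a difference of 9.93 ± 8.58 percentage points (SD, n = 2 libraries, the larger adjusted p = 0.292, Fisher's exact test). The differences in the second and in the third quartile were 1.82 ± 0.337 and 1.34 ± 0.299 percentage points, higher in both libraries and past the threshold in both (the larger adjusted p = 0.00662 and 0.00338, exact test). In the highest quartile, no peak was lost in either class. The lowest quartile was past the threshold in replicate 1 alone, with a difference of 16.0 percentage points, against 3.86 in replicate 2. In EYFP-ZF, the lowest quartile differed by −6.75 ± 2.36 percentage points (the larger adjusted p = 0.449, exact test). A peak list records whether a peak was called and not how far its signal fell.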

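Both JMJ14-ZF replicates were without an H3K27me3 peak over *FWA* and the 1000 bp upstream of it. Their lists held 12089 and 14912 H3K27me3 peaks. The gained share at ZF off-target sites differed from that at shuffled sites by −4.12 ± 0.177 percentage points (SD, n = 2 libraries, the larger adjusted p = 0.335, Fisher's exact test), and by 0.337 when any overlap of at least 1 bp counted. Of the sites unmarked in *fwa*, it gained H3K27me3 at 0.860 and 2.42%, against 0.797 and 1.74% of shuffled sites (adjusted p = 0.670 and 0.00116, exact test), and of the marked sites it lost 24.9 and 17.3%, against 28.5 and 18.0% (adjusted p = 0.0490 and 0.837, exact test). Each was past the threshold in a single replicate, and neither was called.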

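In JMJ14-ZF, H3K27me3 peaks were gained at 45 and lost at 214 ZF off-target sites in replicate 1, and gained at 130 and lost at 126 in replicate 2. These peaks covered 11.3% of the sites in replicate 1 and 12.0% in replicate 2, against 14.1% and 11.9% in *fwa*. From the loss of H3K4me3 without a gain of H3K27me3, the paper proposes that JMJ14 silences by removing H3K4me3.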

Interestingly, several other H3K4 demethylase proteins were included in our collection, including JMJ16/17, LDL1/2/3 and FLD, but none of these was able to trigger silencing of *FWA*.

### Targeted gene silencing by histone deacetylation

Four HDAC proteins, HD2A, HD2B, HD2C and HDA6, were identified from the silencing screen. It was previously shown that *Arabidopsis* HD2A is required for H3K9 deacetylation and ribosomal RNA gene silencing^31^, and that HD2C mediates H4K16 deacetylation and is involved in ribosome biogenesis^32^, suggesting that HD2 family members can deacetylate multiple sites. We performed immunoprecipitation–mass spectrometry (IP–MS) utilizing a pHD2A:HD2A-FLAG transgene, which indicated that all three HD2 type HDACs interact with each other (Supplementary Table 4), consistent with an earlier report of IP–MS of tagged HD2C^32^. In addition, ChIP–seq analysis of pHD2A:HD2A-FLAG plants showed a partial overlap with histone H3K9ac, H3K27ac and H4K16ac in the genome (Supplementary Fig. 2a,b). Thus, we profiled H3K9ac, H4K16ac, H3K27ac and H3 patterns by ChIP–seq in HD2A-ZF, HD2B-ZF, HD2C-ZF (HD2-ZFs) plants. 

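The pHD2A:HD2A-FLAG ChIP–seq is represented by 1 list of 415 peaks with a median width of 292 bp, which holds no fold, q value or read count, so neither its depth nor the fold behind each peak is known and there is no replicate. Overlap of at least 1 bp was counted with the acetylation peaks of *fwa* from the HD2-ZF experiments. The HD2A list came from floral tissue and the acetylation lists from leaves. Peaks of H3K9ac overlapped 42.0 ± 0.502% of the HD2A peaks (SD over 3 *fwa* libraries), against 12.2% of shuffled regions. For H3K27ac the share was 43.7 ± 2.09% (SD, 4 libraries) against 13.8%, and for H4K16ac 36.4 ± 3.50% (SD, 3 libraries) against 8.20%. Counting a mark as present where any of its *fwa* libraries had a peak, which gives higher shares than these means over libraries, at least 1 of the marks was found at 235 HD2A peaks (56.6%) and all 3 at 165 (39.8%). Requiring that at least 50% of the HD2A peak be covered moved H4K16ac to 29.5%, H3K9ac to 36.8% and H3K27ac to 37.3%.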

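For the HD2 fusions, peak lists of H3K27ac and H4K16ac were available for 2 replicates each of HD2A-ZF, HD2B-ZF and HD2C-ZF, and of H3K9ac for 2 replicates of HD2A-ZF and 1 library each of HD2B-ZF and HD2C-ZF. The *fwa* libraries numbered 2 in each replicate for H3K27ac, 2 in replicate 1 and 1 in replicate 2 for the other two marks. Peaks were called and compared as for H3K27me3, and the H3 libraries were not analysed here. H3K9ac lists held between 17573 and 18376 peaks in the HD2-ZF lines, H3K27ac lists between 16863 and 19824, and H4K16ac lists between 10188 and 14703, the read depth being unknown. The paper's methods give the same catalogue number for the antibodies against H3K14ac and H3K27ac.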

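Over *FWA*, H3K9ac peaks covered 430.0 ± 56.6 bp (SD, n = 2) in HD2A-ZF against 475 bp in *fwa*, and 376 bp in HD2B-ZF and 311 bp in HD2C-ZF (1 library each) against 454 bp. The fold of this peak stood above 20.9 to 45.2% of its list in the 4 fusion libraries and above 58.5 to 73.5% in the 3 *fwa* libraries. H4K16ac peaks were called in all 3 *fwa* libraries, in none of the HD2B-ZF and HD2C-ZF libraries, and in HD2A-ZF only in replicate 2. That peak was 268 bp against 141 bp in *fwa*, and its fold stood above 3.67% of its list against 19.1%. The lists hold 13977 and 17474 peaks, of which 13450 and 14131 had a higher fold, so this rank does not show a lower peak. H3K27ac peaks covered 435 ± 170 bp in HD2A-ZF, 488.5 ± 289 bp in HD2B-ZF and 486.5 ± 150.6 bp in HD2C-ZF, against a mean of 457 bp in *fwa*, differences within the spread between replicates. The fold of the H3K27ac peak stood above 8.29 to 39.5% of its list in the fusion libraries of replicate 1 and 59.0 to 69.8% in those of replicate 2, below both *fwa* libraries each time (41.3 and 52.7%, 79.5 and 78.0%). At ZF off-target sites, the gained share of H3K9ac differed from that at shuffled sites by −12.3 ± 6.42 percentage points in HD2A-ZF (SD, n = 2 libraries, lower in both, the larger adjusted p = 0.00259, Fisher's exact test). The difference was −13.8 in HD2B-ZF and −22.6 in HD2C-ZF, each past the threshold in its only library, with no replicate to set it against. For H3K27ac, HD2C-ZF differed by −29.7 ± 5.88 percentage points (n = 2, lower in both, the larger adjusted p = 3.1e-06, exact test). HD2A-ZF, at −15.8 ± 14.1 (the larger adjusted p = 0.294, exact test), and HD2B-ZF, at −9.76 ± 11.1 (the larger adjusted p = 0.509, exact test), were lower in both libraries but past the threshold in replicate 2 alone. For H4K16ac, the differences were −0.103 ± 0.832 in HD2A-ZF, 4.90 ± 2.94 in HD2B-ZF and 0.262 ± 5.64 in HD2C-ZF, none of them called (the largest adjusted p = 0.946, exact test). Replicate 2 of HD2C-ZF alone was past the threshold, and higher (4.25, adjusted p = 0.00426, exact test). The share gained of sites without H4K16ac in *fwa* was called higher than at shuffled sites in all 3 lines, by 0.534, 0.722 and 0.719 percentage points, as it was in EYFP-ZF, by 1.08. More ZF than shuffled sites carried an H3K9ac peak in both *fwa* libraries of replicate 1 (969 of 6091 against 4131 of 60910). Of the sites marked in *fwa*, HD2A-ZF lost 11.0 and 5.66%, HD2B-ZF 12.2% and HD2C-ZF 9.18%, against 11.6 and 6.07%, 12.5% and 8.35% of shuffled sites (the lowest adjusted p = 0.524, exact test). For H3K27ac in HD2C-ZF the shares were 6.99 and 4.06% against 6.06 and 3.43% (the larger adjusted p = 0.430, exact test). In none of these was extra loss at marked ZF sites past the threshold, so the lower gained shares do not show it. The H3K9ac call in HD2A-ZF was not met under several alternatives, at −5.38 for sites of at least 6-fold, and that in HD2B-ZF neither for those sites, at −11.8, nor with control sites moved 10000 bp, at −13.6. The H4K16ac difference in HD2C-ZF changed sign under most alternatives, and that in HD2B-ZF became −3.86 with a summit required within 250 bp.
When *fwa* peaks were divided into quartiles by fold, the HD2-ZF lines had no called loss at ZF sites in the highest quartile. There the differences from peaks away from ZF sites were between −1.68 percentage points, for H4K16ac in HD2A-ZF, and −0.0126, for H3K27ac in HD2B-ZF. In the third quartile, HD2C-ZF lacked 1.34% of the H3K9ac peaks at ZF sites and 0.124% of those away. In the lowest quartile, HD2B-ZF lacked fewer H3K9ac peaks at ZF sites than away, by −12.0 percentage points. Each was past the threshold in the only library of its line, with no replicate to set it against.

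**Figure D4:**
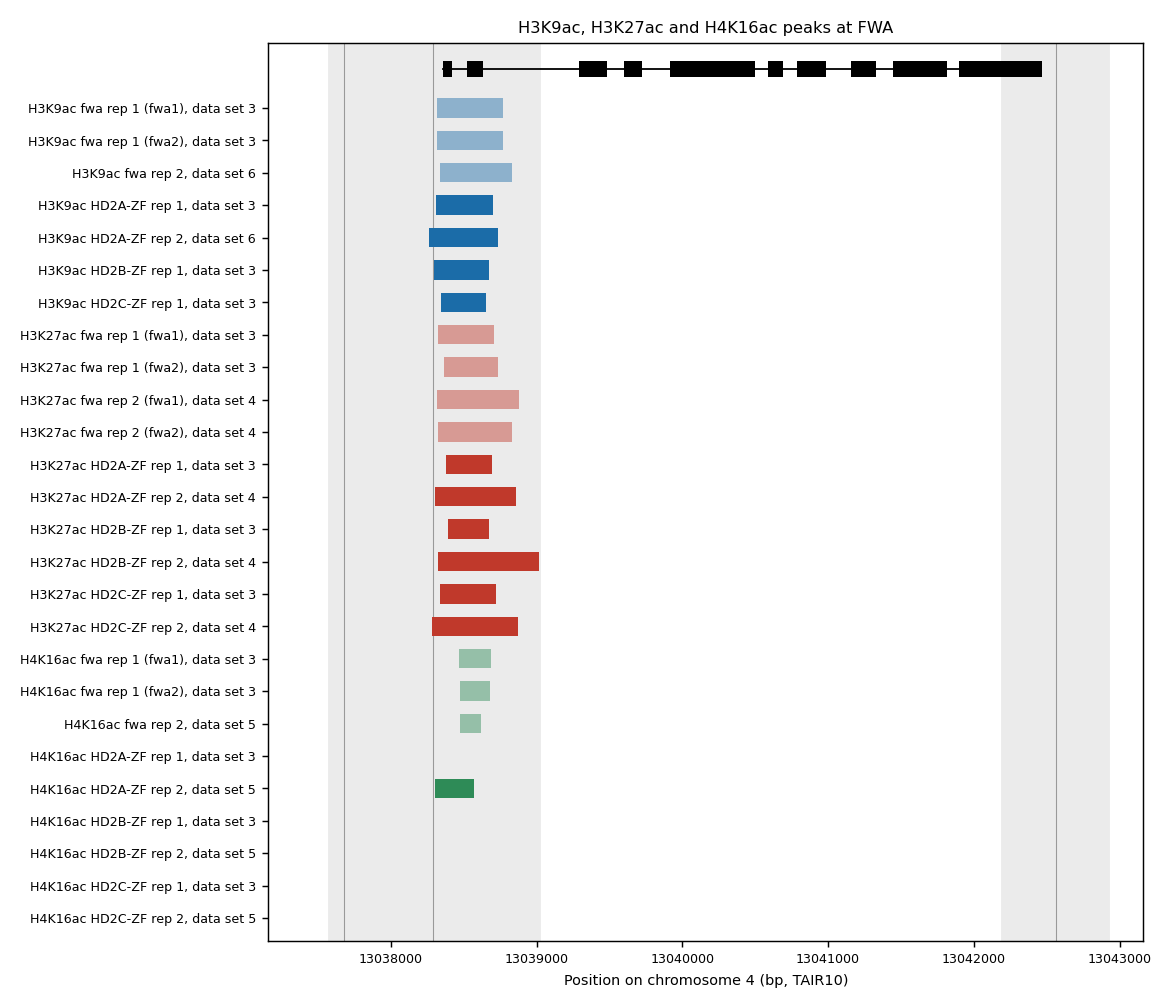
H3K9ac, H3K27ac and H4K16ac peaks over FWA by position on chromosome 4 (bp), with a line for each library. Faded bars are fwa, grey bands the ZF peaks, grey lines their summits and black boxes the FWA exons; H4K16ac peaks are missing from all HD2B-ZF and HD2C-ZF libraries.

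**Figure D5:**
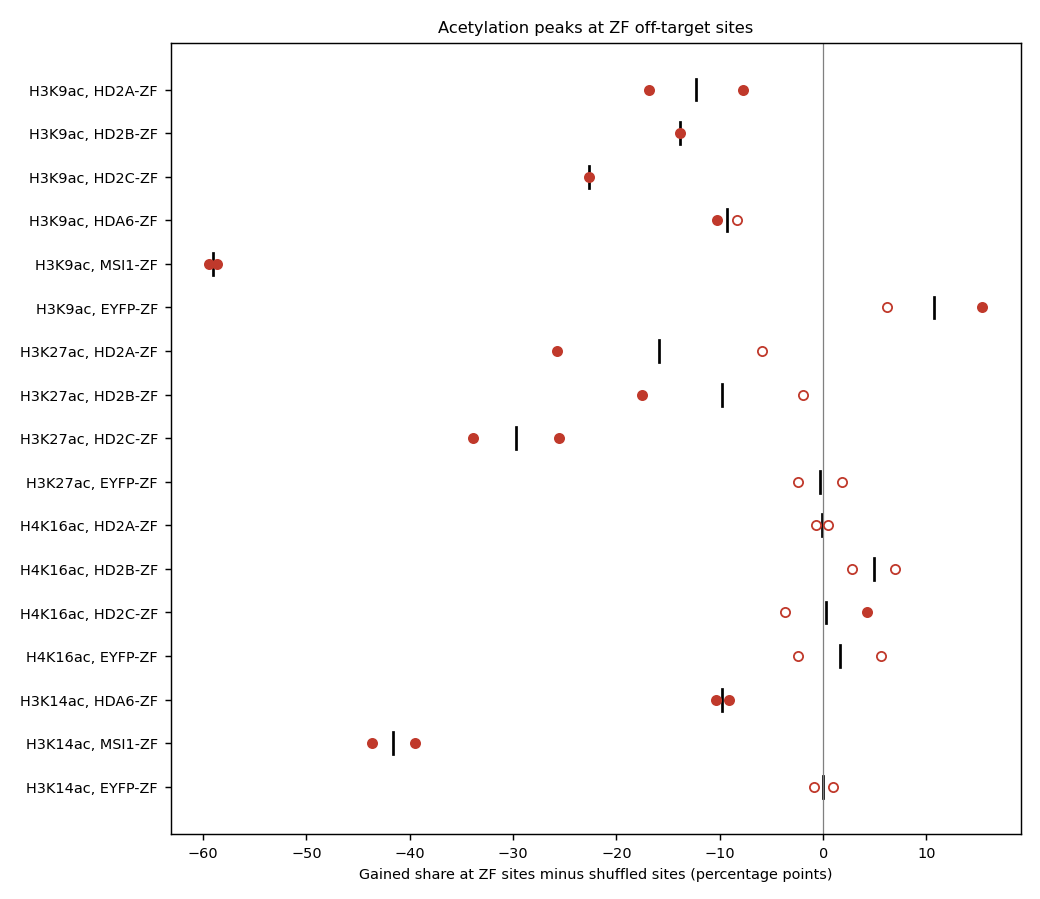
Difference in the gained share of acetylation peaks between ZF off-target and shuffled sites (percentage points). Each dot is a library, filled where its adjusted p is under 0.05, and each bar the mean; H3K9ac in HD2C-ZF lies at −22.6.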

We found that H3K9ac, H4K16ac and H3K27ac were moderately reduced in HD2-ZF plants both at *FWA* (Fig. 4a) and over ZF off-target sites (Fig. 4b–d and Extended Data Fig. 4a), particularly over the loci with a higher level of pre-existing acetylation modifications (Extended Data Fig. 4b–d). However, the acetylation levels were not reduced in EYFP-ZF at both *FWA* and ZF off-target loci (Supplementary Fig. 3a,b).

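EYFP-ZF was represented by 2 replicates for each mark, with 2 *fwa* libraries of the same data set. Over *FWA*, a peak was called in both replicates for H3K9ac, H3K27ac and H4K16ac, covering 649.5 ± 24.7, 703 ± 90.5 and 405.5 ± 89.8 bp (SD, n = 2) against 710.0, 818.5 and 548 bp in *fwa*. The fold of the peak stood above 60.5 and 71.2% of its list for H3K9ac (48.5 and 63.2% in *fwa*), 56.8 and 59.9% for H3K27ac (62.4 and 52.5%) and 48.4 and 39.5% for H4K16ac (74.7 and 40.8%). The gained share at off-target sites differed from that at shuffled sites by 10.8 ± 6.49 percentage points for H3K9ac (n = 2 libraries, the larger adjusted p = 0.294, Fisher's exact test), −0.300 ± 2.97 for H3K27ac (the larger adjusted p = 0.801, exact test) and 1.61 ± 5.69 for H4K16ac (the larger adjusted p = 0.696, exact test). The H3K9ac difference was past the threshold in replicate 1 alone, at 15.4 percentage points, and became −4.97 with a summit required within 250 bp. For the other two marks the sign also changed under some alternatives. Of the sites marked in *fwa*, EYFP-ZF lost fewer at ZF than at shuffled sites, by 2.71 percentage points for H3K9ac and 1.92 for H3K27ac, both called (the larger adjusted p = 4.1e-04 and 0.0221, exact test). From signal normalized to H3, the paper describes a moderate reduction of acetylation in the HD2-ZF lines and none in EYFP-ZF (Fig. 4 and Supplementary Fig. 3).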

**Fig. 4:**
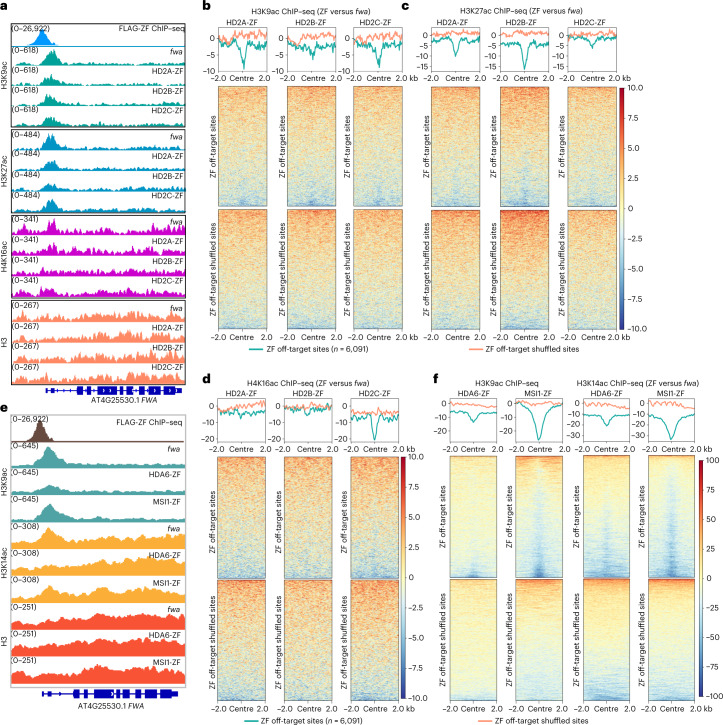
Targeted gene silencing by HDACs and histone deacetylation. **a**, Screenshots of histone H3K9ac, H3K27ac, H4K16ac and H3 ChIP–seq signals over *FWA* region in *fwa*, HD2A-ZF, HD2B-ZF and HD2C-ZF. **b**–**d**, Heat maps and metaplots representing the normalized H3K9ac (**b**), H3K27ac (**c**) and H4K16ac (**d**) ChIP–seq signals over ZF off-target sites and the shuffled sites (*n* = 6,091) in the representative T2 lines of HD2A-ZF, HD2B-ZF and HD2C-ZF versus *fwa*. **e**, Screenshots of histone H3K9ac, H3K14ac and H3 ChIP–seq signals over *FWA* region in *fwa*, HDA6-ZF and MSI1-ZF. **f**, Heat maps and metaplots representing the normalized H3K9ac and H3K14ac ChIP–seq signals over ZF off-target sites and the shuffled sites (*n* = 6,091) in HDA6-ZF and MSI1-ZF T2 representative lines versus *fwa*.

HDA6 has been reported to deacetylate several substrates including K9, K14, K18, K23 and K27 of the H3 histone tail and K5, K8 and K12 of the H4 histone tail^33^, with H3K9ac and H3K14ac confirmed in multiple studies^34,35^. Moreover, it is known that MSI1 interacts with HDA6 and HDA19, and contributes to histone deacetylation^36,37^. 

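In the HDA6-ZF and MSI1-ZF experiment, H3K9ac and H3K14ac peak lists were available for 2 replicates of each line and 2 *fwa* libraries, all of 1 data set. The lists held between 18690 and 19052 H3K9ac peaks and between 21964 and 23547 H3K14ac peaks in the fusions, with no read depth given. Peaks were called by the authors in each sample, and a site counted as lost only where both *fwa* libraries had a peak. The H3 libraries were not analysed here.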

We therefore performed H3K9ac, H3K14ac and H3 ChIP–seq in HDA6-ZF and MSI1-ZF. Indeed, both H3K9ac and H3K14ac ChIP–seq signals were reduced at *FWA* as well as at ZF off-target sites in HDA6-ZF and MSI1-ZF plants (Fig. 4e,f and Extended Data Fig. 5a), particularly over the loci with high levels of pre-existing H3K9ac and H3K14ac (Extended Data Fig. 5b,c). This result suggests that HDA6 and MSI1-ZF repress target gene expression at least partially via histone H3K9 and H3K14 deacetylation. Together our results demonstrate that a variety of different HDAC proteins of different classes can be harnessed for targeted gene silencing. However, since histone acetylation universally goes with gene expression, it is not possible to rule out the possibility that the HDAC-ZF fusions are silencing expression by another mechanism, with the loss of acetylation being an indirect effect of gene silencing^38^.

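Over *FWA*, the H3K14ac peak covered a mean of 401.5 bp in *fwa*, was absent from both HDA6-ZF replicates and covered 230.5 ± 99.7 bp (SD, n = 2) in MSI1-ZF. H3K9ac peaks covered 358.5 ± 40.3 bp in HDA6-ZF and 748 ± 107 bp in MSI1-ZF, against 766.5 bp in *fwa*. Within its list, the H3K9ac peak had a higher fold than 5.62 and 14.3% of peaks in the HDA6-ZF replicates, 49.4 and 37.9% in MSI1-ZF, and 59.3 and 68.5% in *fwa*. The H3K14ac peak had a higher fold than 30.5 and 12.1% of peaks in MSI1-ZF and 29.5 and 40.2% in *fwa*, ranges that overlap. In MSI1-ZF, the gained share at ZF off-target sites differed from that at shuffled sites by −59.0 ± 0.543 percentage points for H3K9ac (SD, n = 2 libraries, lower in both, the larger adjusted p = 1.6e-53, Fisher's exact test) and by −41.6 ± 2.95 for H3K14ac (n = 2, lower in both, the larger adjusted p = 3.9e-49, exact test). In HDA6-ZF, H3K14ac differed by −9.74 ± 0.940 percentage points (n = 2, lower in both, the larger adjusted p = 0.00274, exact test), although the share lost of the marked sites was no higher than at shuffled sites, as given further on. H3K9ac in HDA6-ZF differed by −9.33 ± 1.34 and was past the threshold in replicate 1 (adjusted p = 0.0391) but not in replicate 2 (adjusted p = 0.106, exact test), so it was not called. H3K9ac in HDA6-ZF was called under other settings, at −17.9 with a summit required within 250 bp, while H3K14ac was not called with control sites moved 10000 bp, at −1.94, or with any overlap of at least 1 bp, at −5.92. In the lowest quartile of *fwa* peaks by fold, MSI1-ZF lacked 69.6% of the H3K14ac peaks at ZF sites and 49.9% of those away, and 35.2% and 23.1% of the H3K9ac peaks (the larger adjusted p = 0.00157 and 0.0127, exact test). In the third quartile, the shares were 3.33% and 0.207% for H3K14ac (the larger adjusted p = 1.3e-07, exact test), and in the highest 0.618% and 0.0742%, not past the threshold (the larger adjusted p = 0.155, exact test). HDA6-ZF had a called difference only for H3K9ac in the second quartile, 2.41% against 0.559% (the larger adjusted p = 0.0286, exact test).

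**Figure D6:**
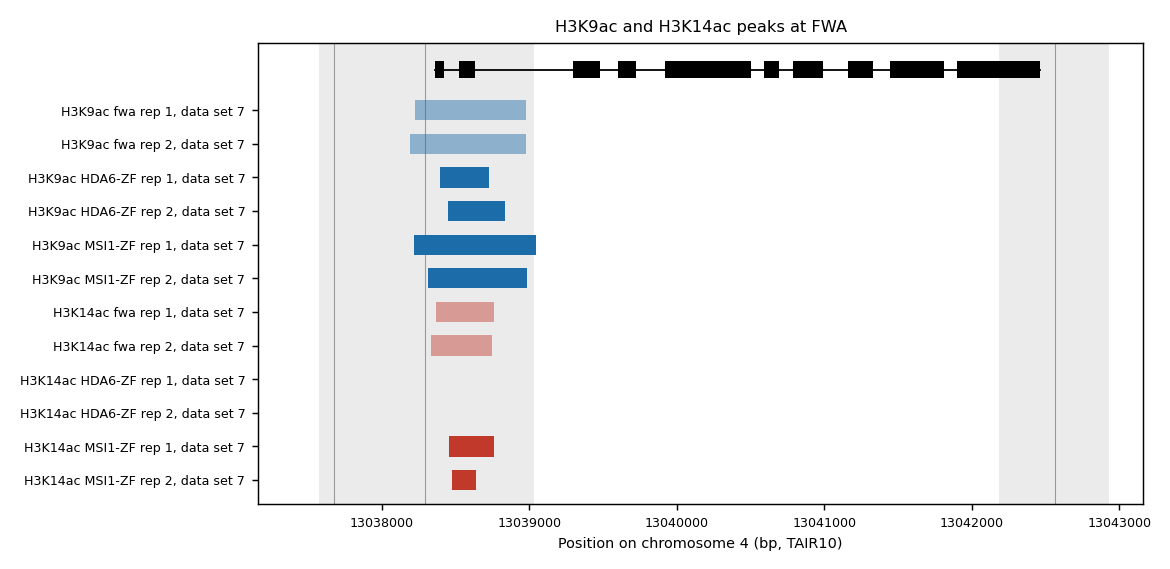
H3K9ac and H3K14ac peaks over FWA by position on chromosome 4 (bp), with a line for each library. Faded bars are fwa, grey bands the ZF peaks, grey lines their summits and black boxes the FWA exons; no H3K14ac peak was called in HDA6-ZF.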

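Of the 1300 ZF off-target sites with an H3K14ac peak in both *fwa* libraries, MSI1-ZF lacked the peak at 23.0% in replicate 1 and 22.1% in replicate 2, and HDA6-ZF at 14.5 and 15.5%. Of the 6343 shuffled sites with such a peak, the shares were 12.8 and 12.6% in MSI1-ZF, and 14.7 and 19.2% in HDA6-ZF. H3K9ac peaks were absent from 10.3 and 11.4% of 1320 such ZF sites in MSI1-ZF and from 5.38 and 6.36% in HDA6-ZF, against 3.74 and 4.56% and 5.20 and 7.13% of 7064 shuffled sites. The shares lost were higher at ZF sites in MSI1-ZF for both marks (the larger adjusted p = 1.3e-16 for H3K14ac and 1.2e-18 for H3K9ac, exact test). In HDA6-ZF, H3K14ac was lost at fewer marked ZF than shuffled sites in both replicates, past the threshold in replicate 2 alone (adjusted p = 0.890 and 0.00357, exact test), and H3K9ac did not differ past the threshold (the larger adjusted p = 0.872, exact test). The lower gained shares in HDA6-ZF thus do not show extra loss at ZF sites. From the decreases at *FWA* and at off-target sites, the paper proposes that HDA6 and MSI1-ZF repress genes in part by deacetylating H3K9 and H3K14.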

### Silencing by interference with Pol II transcription

ELF7 encodes a PAF1 homologue, which is a subunit of the PAF1 complex (PAF1C). PAF1C is a conserved protein complex in eukaryotes that collaborates with Pol II during transcription initiation and elongation^39,40^. 

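For ELF7-ZF, 2 replicates each of H3K4me3, H3K36me2 and H3K36me3 ChIP–seq were available as peak lists, each with 1 *fwa* library of its own data set. The number of peaks was 16394 and 16985 for H3K4me3, 19941 and 29961 for H3K36me2, and 16447 and 16825 for H3K36me3 in ELF7-ZF, and 19042 and 25108 for H3K36me2 in *fwa*. Depth in reads is unknown. Median peak widths were between 537 and 1147 bp for H3K36me2 and between 1432 and 1539 bp for H3K36me3. The authors called peaks for each sample with MACS2, and gained and lost sites were counted as for the other marks. These lists allow no comparison with H3, which was not analysed here.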

In *Arabidopsis*, mutation of PAF1C subunit *VIP3* caused a redistribution of histone H3K4me3 and H3K36me2 in certain genes^41^, and we therefore initially performed H3K4me3, H3K36me2 and H3K36me3 ChIP–seq to determine whether changes in these epigenetic marks might explain ELF7-ZF triggered *FWA* suppression. We observed some reduction of H3K4me3 at *FWA* in ELF7-ZF compared with *fwa* control plants (Fig. 3c). However, unlike JMJ14-ZF, H3K4me3 signal was largely unaffected near ZF off-target sites in ELF7-ZF (Fig. 3d). 

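The H3K4me3 peak at *FWA* covered 477 bp in replicate 1 and 753 bp in replicate 2 of ELF7-ZF, against 560.0 and 808 bp in the *fwa* library of the same data set. The mean difference was −69.0 ± 19.8 bp (SD, n = 2), narrower in both replicates. Its fold exceeded that of 29.6% of the peaks in the list of replicate 1 and 50.6% in that of replicate 2. The *fwa* peak exceeded 73.7% and 82.1%, so the rank was lower in both ELF7-ZF replicates.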

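At ZF off-target sites, ELF7-ZF gained H3K4me3 peaks at 48 and lost them at 75 sites in replicate 1, and gained 39 and lost 72 in replicate 2. The gained share differed from that at shuffled sites by −10.7 ± 5.78 percentage points (SD, n = 2 libraries, lower in both). This was past the threshold in replicate 1 (adjusted p = 0.00393) and not in replicate 2 (adjusted p = 0.294, Fisher's exact test), so no change was called. Of the sites marked in *fwa*, ELF7-ZF lost 6.71 and 6.21%, against 8.04 and 8.40% of shuffled sites. Peaks covered 17.9% of the sites in replicate 1 and 18.5% in replicate 2, against 18.4% and 19.0% in *fwa*.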

Considering that ELF7-ZF did trigger gene silencing at ZF off-target sites (Fig. 1e and Extended Data Fig. 1c), it seemed unlikely that H3K4me3 reduction was the relevant mechanism. In addition, signals of both H3K36me2 and H3K36me3 were slightly decreased at the *FWA* locus (Extended Data Fig. 6a), while at the same time somewhat increased over ZF off-target sites (Extended Data Fig. 6b,c), making it unlikely that changes in H3K36me2 or H3K36me3 levels were the direct cause of ELF7-ZF-mediated gene silencing.

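H3K36me2 peaks covered 1765.5 ± 51.6 bp (SD, n = 2) of *FWA* and its upstream 1000 bp in ELF7-ZF and 2301.5 bp in *fwa*, a difference of −536 ± 18.4 bp with less covered in both replicates. The highest fold of these peaks stood above 93.4% of its list in replicate 1 and 92.3% in replicate 2, against 98.4% and 83.0% in *fwa*. That rank was thus lower in replicate 1. In ELF7-ZF replicate 2, it belongs to a peak from 13040736 to 13047607 with its summit at 13043451. That summit lies past the end of *FWA* at 13042464, so the rank of replicate 2 is not a value of *FWA*. H3K36me3 peaks covered 3482 ± 385 bp in ELF7-ZF and 3116.5 bp in *fwa*, a difference of 365.5 ± 291 bp. The H3K36me3 peak had a higher fold than 76.6% of its list in replicate 1 of ELF7-ZF and 22.8% in replicate 2, against 37.7% and 88.6% in *fwa*, so the replicates went opposite ways. At ZF off-target sites, the gained share of H3K36me2 was 17.8 ± 0.911 percentage points above that at shuffled sites (SD, n = 2 libraries, higher in both, the larger adjusted p = 1.3e-13, Fisher's exact test). For H3K36me3 the difference was 5.90 ± 10.1 percentage points and was not called. It was −1.26 in replicate 1 (adjusted p = 0.711, exact test) and 13.1 in replicate 2 (adjusted p = 0.00109, exact test), and replicate 2 decides its sign. With any overlap of at least 1 bp it was 10.6 and called. Of the sites unmarked in *fwa*, ELF7-ZF gained H3K36me2 at 9.51 and 7.37%, against 4.30 and 3.02% of shuffled sites (the larger adjusted p = 3.3e-43, exact test), and H3K36me3 at 6.53 and 3.19%, against 4.06 and 1.69% (the larger adjusted p = 1.7e-10, exact test), both called. No EYFP-ZF lists of these marks were available to set beside them. Of the marked sites, it lost H3K36me2 at 20.2 and 7.23%, against 19.4 and 7.11%, and H3K36me3 at 5.11 and 3.16%, against 3.71 and 3.83% (adjusted p = 0.0187 and 0.314, exact test), more than at shuffled sites in replicate 1. From the decrease at *FWA* and the increase at off-target sites, the paper reasons that changes in H3K36me2 or H3K36me3 are unlikely to be the direct cause of silencing by ELF7-ZF.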

We generated pELF7:ELF7-FLAG complementing transgenic lines in the *elf7-3* mutant background to perform IP–MS to identify ELF7-interacting proteins^21^ (Supplementary Fig. 4). Consistent with previous work^40^ our ELF7 IP–MS data identified peptides corresponding to all of the subunits of the PAF1C, as well as Pol II subunits and transcription factors, consistent with a role of ELF7 in Pol II transcription (Supplementary Table 4). Since ELF7 is a Pol II-interacting protein, we hypothesized that ELF7-ZF might interact with Pol II at the *FWA* promoter region, retaining it there and inhibiting transcription. To test this, we performed Pol II serine 5 (Ser5) ChIP–seq in ELF7-ZF transgenic lines, as well as *fwa*, EYFP-ZF and HD2A-ZF as controls. 

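Pol II Ser5 peak lists were available for 2 replicates of ELF7-ZF and HD2A-ZF, each replicate sharing 1 *fwa* library of its data set, and for 2 replicates of EYFP-ZF with 2 *fwa* libraries. The lists held 16206 and 18206 peaks in ELF7-ZF, 12753 and 15108 in HD2A-ZF, and 14904 and 15116 in EYFP-ZF. The *fwa* libraries of all Pol II data sets held between 11758 and 19505 peaks, and read depth is unknown. As for the histone marks, the authors called peaks in each sample, and the presence of a peak was compared, not the signal normalized to H3.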

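Pol II Ser5 peaks over *FWA* and the 1000 bp upstream of it covered 1098 bp in *fwa* of the first data set and 564 bp in that of the second, including peaks in the transcribed region and over its 3′ end. In ELF7-ZF, the covered length was 290.0 ± 35.4 bp (SD, n = 2), in a single peak at the promoter in each replicate, and no peak lay further downstream. HD2A-ZF likewise had a single peak at the promoter and none further downstream, with 192 ± 82.0 bp covered. The differences from *fwa* were −541 ± 342 bp in ELF7-ZF and −639 ± 460 bp in HD2A-ZF, less in both replicates. With only peaks of a q value of 1e-05 or lower, the difference in ELF7-ZF was −26.5 bp. Under that setting the replicates went opposite ways, with 315 against 69 bp in replicate 1 and 265 against 564 bp in replicate 2. In EYFP-ZF, 1 peak spanned the whole gene in each replicate and covered 4239.5 ± 23.3 bp, against a mean of 4189 bp in *fwa* of that data set.

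**Figure D7:**
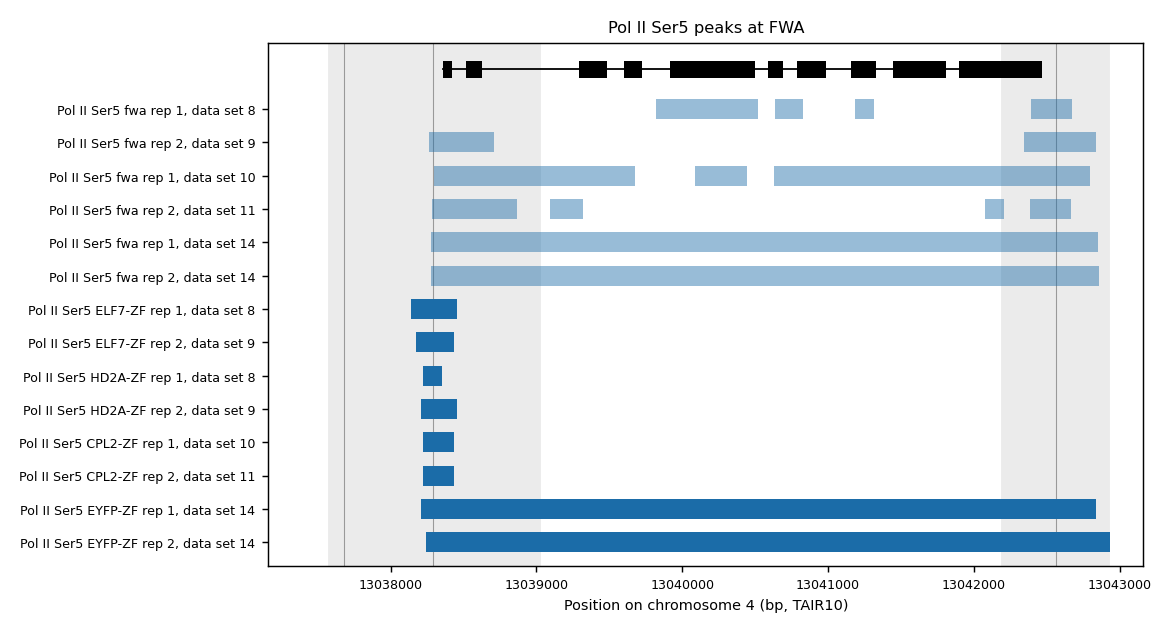
Pol II Ser5 peaks over FWA by position on chromosome 4 (bp), with a line for each library. Faded bars are fwa, grey bands the ZF peaks, grey lines their summits and black boxes the FWA exons; ELF7-ZF and HD2A-ZF have only a promoter peak and EYFP-ZF a peak over the whole gene.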

As expected, Pol II occupancy at *FWA* transcribed regions was strongly reduced in ELF7-ZF, as well as in HD2A-ZF (Fig. 5a), but not in EYFP-ZF (Extended Data Fig. 2b,c), consistent with the silencing of *FWA* expression in these lines (Fig. 1b). However, we observed a very prominent Pol II peak at the *FWA* promoter overlapping the ZF site in the ELF7-ZF line, but not in HD2A-ZF, EYFP-ZF or *fwa* plants (Fig. 5a and Extended Data Fig. 2b,c). Moreover, strong Pol II enrichment was also observed at the ZF off-target binding sites but not the shuffled controls sites in ELF7-ZF (Fig. 5b and Extended Data Fig. 7a). Thus, Pol II appears to be tethered to the ZF binding sites due to the interaction with ELF7-ZF, which in turn appears to inhibit Pol II transcription, leading to gene silencing.

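The promoter peak of ELF7-ZF ran from 13038141 to 13038455 in replicate 1 and from 13038172 to 13038436 in replicate 2, with summits at 13038293 and 13038294, 1 and 2 bp from the ZF summit. Its fold was 9.00 in replicate 1, higher than 93.2% of the peaks in its list, and 7.23 in replicate 2, higher than 79.0%. In HD2A-ZF, the promoter peak ran from 13038220 to 13038353 with a fold of 2.46 in replicate 1, higher than 31.7% of its list, and from 13038205 to 13038454 with a fold of 4.71 in replicate 2, higher than 69.4%. The *fwa* library of the first data set had no peak at the promoter. In that of the second, a peak from 13038264 to 13038710 had its summit at 13038428, 136 bp from the ZF summit, with a fold of 6.53, higher than 75.4% of its list. The EYFP-ZF peaks had their summits at the 3′ end of the gene, at 13042470 and 13042487.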

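At ZF off-target sites, ELF7-ZF gained Pol II Ser5 peaks at 581 sites and lost them at 50 in replicate 1, and gained 148 and lost 203 in replicate 2. The gained share was 7.04 percentage points above that at shuffled sites in replicate 1 (adjusted p = 4.3e-06, Fisher's exact test) and differed by −11.3 in replicate 2 (adjusted p = 3.7e-04, exact test). The mean difference of −2.13 ± 13.0 percentage points (SD, n = 2 libraries) was not called, since the replicates went opposite ways. With a summit required within 250 bp of the site the mean was 5.90, also not called. In HD2A-ZF, the difference was −6.24 ± 2.69 percentage points (n = 2, lower in both, the larger adjusted p = 0.00155, exact test), but it was not called under several alternatives, among them sites of at least 6-fold, at −5.50, and the *fwa* libraries of all data sets together, at −9.39. Of the sites marked in *fwa*, HD2A-ZF lost 18.9 and 49.7%, against 11.6 and 42.9% of shuffled sites (the larger adjusted p = 1.8e-04, exact test), and ELF7-ZF 10.1 and 19.7%, against 11.9 and 14.1%. Of the unmarked sites, ELF7-ZF gained a peak at 10.4 and 2.92%, against 4.48 and 1.69% of shuffled sites, higher in both and called (the larger adjusted p = 1.6e-08, exact test). EYFP-ZF was also called higher by that measure, at 1.64 and 1.82% against 1.17 and 1.23% (the larger adjusted p = 0.0115, exact test). In the gained share, EYFP-ZF differed by 1.50 ± 1.31 percentage points (the larger adjusted p = 0.946, exact test) and by −6.85 with a summit required within 250 bp. Of the 6091 sites, 16.9% in replicate 1 and 16.0% in replicate 2 of ELF7-ZF lay in a peak, against 8.16% and 16.9% in *fwa*. Of shuffled sites, 6.22% and 9.47% lay in a *fwa* peak. The gained share falls with such inequality, which was larger in replicate 2, so the opposite signs alone do not show opposite effects.

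**Figure D8:**
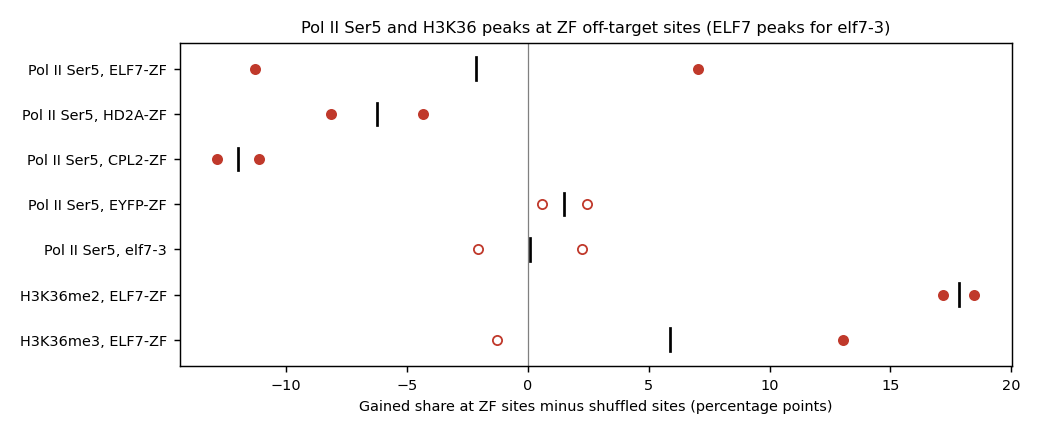
Difference in the gained share of Pol II Ser5, H3K36me2 and H3K36me3 peaks between ZF off-target and shuffled sites, or ELF7 peaks and shuffled regions for elf7-3 (percentage points). Each dot is a library, filled where its adjusted p is under 0.05, and each bar the mean; the ELF7-ZF replicates lie at 7.04 and −11.3.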

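Pol II Ser5 peaks were gained in both replicates of ELF7-ZF at 51 off-target sites. The highest FLAG fold among them, 11.1, belonged to a site from 18894356 to 18895119 on chromosome 3 inside *COR413-PM2* (AT3G50830). The next were a site with a fold of 10.4 inside AT2G46455 and a site with a fold of 9.24 whose nearest gene start is that of AT1G09935. From the promoter peak and the off-target enrichment, the paper proposes that Pol II is tethered at ZF sites by ELF7-ZF and that this inhibits transcription.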

**Fig. 5:**
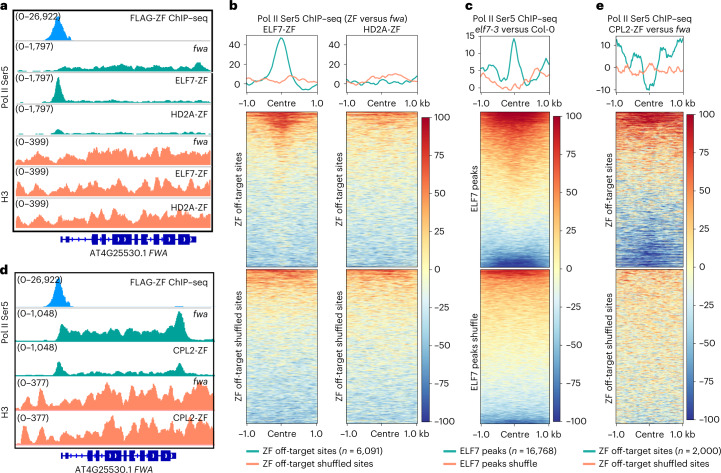
Targeted gene silencing by ELF7, CPL2 and Pol II transcription disruption. **a**, Screenshots of Pol II Ser5 and H3 ChIP–seq signals over *FWA* region in *fwa*, ELF7-ZF and HD2A-ZF. **b**, Heat maps and metaplots representing normalized Pol II Ser5 ChIP–seq signals in the representative T2 lines of ELF7-ZF and HD2A-ZF versus *fwa*, over ZF off-target sites and the shuffled sites (*n* = 6,091), respectively. **c**, Heat map and metaplot showing normalized Pol II Ser5 ChIP–seq signals over ELF7-FLAG ChIP–seq peaks (*n* = 16,768) and ELF7 peaks shuffle in *elf7-3* versus Col-0. **d**, Screenshots of Pol II Ser5 ChIP–seq signals over *FWA* in *fwa* and a CPL2-ZF representative T2 transgenic line. **e**, Heat map and metaplot depicting the normalized Pol II Ser5 ChIP–seq signals over ZF off-target sites that had pre-existing Pol II Ser5 ChIP–seq signals (*n* = 2,000) and the shuffled sites in CPL2-ZF versus *fwa*.

To better understand the endogenous function of ELF7, we performed ChIP–seq in pELF7:ELF7-FLAG transgenic lines. 

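ELF7-FLAG ChIP–seq peaks were available for 2 replicates of pELF7:ELF7-FLAG. The list of replicate 1 holds 16768 peaks without fold or q value, so that no fold minimum could be applied to it, while that of replicate 2 holds 12721 regions with folds, of which 11927 were at least 2-fold enriched. Peaks of replicate 1 that overlapped one of replicate 2 were used, 8342 in number (49.7% of replicate 1) with a median width of 1591 bp. Pol II Ser5 peak lists of *elf7-3* and Col-0 came from 2 data sets with 1 library of each. They held 17578 and 10611 peaks in *elf7-3* and between 14911 and 17391 in Col-0. Read depths are not known for any of these lists. The peaks in the second *elf7-3* list carry names that mention H3.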

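Of the 8342 ELF7 peaks, 99.9% overlapped an annotated gene and 98.1% a protein-coding gene, against 81.7% and 64.2% of shuffled regions. Col-0 Pol II Ser5 peaks overlapped 72.1 ± 3.55% of them (SD, n = 2 Col-0 libraries) and 14.8% of shuffled regions. For *fwa* H3K36me2 peaks the shares were 82.5 ± 0.415% (n = 2) and 32.0%, and for H3K36me3 peaks 84.3 ± 0.831% (n = 2) and 28.4%. Both a Pol II peak and a peak of H3K36me2 or H3K36me3 were found at 70.4 ± 3.40% of the ELF7 peaks and at 12.4% of shuffled regions. The Pol II and H3K36 marks were mapped in leaves of Col-0 and *fwa* plants, and ELF7 in floral tissue of the *elf7-3* background. The overlaps therefore compare different tissues. Requiring that at least 50% of the ELF7 peak be covered moved the H3K36me2 share most, to 47.7%, and the share with both to 45.0%. With the 16768 peaks of replicate 1 alone, the number the paper gives, 49.4% overlapped a Pol II peak and 48.1% had both.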

Consistent with its role in transcriptional elongation, ELF7 was exclusively distributed over gene body regions, with most ELF7 signals overlapping with both Pol II peaks and H3K36me2 or H3K36me3 peaks (Extended Data Fig. 7b,c). We also performed Pol II Ser5 ChIP–seq in *elf7-3* and found a notable accumulation of Pol II at ELF7 enriched sites but not the shuffled control sites^42^ (Fig. 5c and Extended Data Fig. 7d), suggesting that transcriptional elongation is impeded, resulting in a higher Pol II occupancy reflected in the ChIP–seq data. Together our data show that the *Arabidopsis* PAF1C is required for proper Pol II transcriptional elongation, as has been shown in yeast and animal systems^43,44^, and that tethering the ELF7 component of the complex to promoters represents a novel synthetic mechanism to induce gene silencing that is probably independent of changes of particular epigenetic marks.

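At the 8342 ELF7 peaks, *elf7-3* gained Pol II Ser5 peaks at 725 and lost them at 677 in replicate 1, and gained 136 and lost 995 in replicate 2. The gained share was 2.24 percentage points above that at shuffled regions in replicate 1 (adjusted p = 0.286, Fisher's exact test) and differed by −2.08 in replicate 2 (adjusted p = 0.183, exact test), a mean of 0.0790 ± 3.05 (SD, n = 2 libraries), which was not called. Of the ELF7 peaks with a Pol II peak in Col-0, *elf7-3* lost 15.8 and 26.8%, against 39.8 and 40.8% of such shuffled regions, and of those without one it gained 17.9 and 2.94%, against 1.34 and 0.353%. Both differences were called (the larger adjusted p = 1.7e-37 and 1.8e-65, exact test). However, Col-0 Pol II peaks cover only 3.32 and 5.02% of shuffled regions, so these shares do not by themselves show a buildup. The gained share falls where more sites are marked at the start, so its uncalled difference does not argue against a buildup either. The lists of *elf7-3* differ in length by more than 1.5 times. With a summit required within 250 bp of the peak's midpoint the mean was 15.2 percentage points and called, and with at least 50% of the peak covered it was −4.08. Col-0 had a Pol II peak at the midpoint of 51.5% of the ELF7 peaks in the first data set and 44.5% in the second, and *elf7-3* at 52.1% and 34.2%. From the accumulation of Pol II signal in *elf7-3* in Fig. 5c, the paper proposes that elongation is impeded without ELF7.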

### Target gene silencing by Pol II CTD Ser5 dephosphorylation

CPL2 is a well-characterized phosphatase that specifically acts on Ser5 of the Pol II C-terminal domain^45^, and represses transcription through inhibiting Pol II activity^46,47^. We therefore performed Pol II Ser5 ChIP–seq in CPL2-ZF transgenic lines, and we indeed observed reduced signal at *FWA* as well as ZF off-target sites that had pre-existing Pol II Ser5 (Fig. 5d,e and Supplementary Fig. 5), suggesting that CPL2-ZF indeed silenced target genes through Pol II CTD Ser5 dephosphorylation, although our data do not allow us to pinpoint the exact mechanism of repression. 

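For CPL2-ZF, Pol II Ser5 peak lists of 2 replicates were available, each with 1 *fwa* library of its own data set. They held 13469 and 17180 peaks, with read depth unknown, and were called by the authors and compared in the same way as the other Pol II lists. Over *FWA*, CPL2-ZF had a single peak at the promoter in each replicate, covering 213.5 ± 0.707 bp (SD, n = 2), against 3571 and 1022 bp in the *fwa* libraries, whose peaks also covered the transcribed region. The fold of the CPL2-ZF peak stood above 56.2% of its list in replicate 1 and 83.3% in replicate 2. The highest *fwa* peak stood above 84.6 and 66.1%, so the replicates went opposite ways in this rank. The gained share at ZF off-target sites differed from that at shuffled sites by −12.0 ± 1.23 percentage points (SD, n = 2 libraries, lower in both, the larger adjusted p = 7.5e-05, Fisher's exact test). Of the sites with a Pol II Ser5 peak in *fwa*, 1089 in the first data set and 688 in the second, CPL2-ZF lacked the peak at 23.5% and 26.2%. At shuffled sites with such a peak the shares were 18.7% and 20.7%, lower in both replicates (the larger adjusted p = 0.00400, exact test). Of the sites without a peak in *fwa*, CPL2-ZF gained one at 3.36 and 2.48%, against 2.60 and 1.96% of shuffled sites, called higher (the larger adjusted p = 0.0176, exact test). The change in the gained share was not called for sites of at least 6-fold, at −10.3, with control sites moved 10000 bp, at −8.66, or with a summit required within 250 bp, at −7.20. From the lower signal, the paper proposes that CPL2-ZF silences genes by dephosphorylating Ser5, and leaves the exact mechanism open.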

The promoter tethering of CPL2 thus represents a new mechanism for targeted gene silencing.

### Target genes vary widely in different ZF fusions

We observed that the set of downregulated genes at ZF off-target sites for each ZF fusion were partially non-overlapping (Extended Data Fig. 8). As one example, gene AT3G13470 was downregulated by HD2A-ZF, HD2B-ZF, HD2C-ZF and LHP1-ZF, but not ELF7-ZF nor CPL2-ZF (Fig. 6a). These results suggest that the best gene silencing approach will greatly depend on the particular target gene of interest, highlighting the utility of gene silencing tools that work by different mechanisms. We hypothesized that pre-existing epigenetic features of the target genes might determine their sensitivity to silencing by the different ZF fusion proteins, and indeed different target genes showed different levels of various epigenetic marks including histone acetylation (H3K9ac, H3K27ac and H4K16ac), histone methylation (H3K4me3 and H3K27me3), chromatin accessibility (assay for transposase-accessible chromatin using sequencing (ATAC-seq)) and DNA methylation (Supplementary Fig. 6 and Supplementary Table 5). To test this hypothesis, we used the chromatin features of 2,709 genes containing nearby ZF binding sites, as well as the expression level of these genes, together with the information of whether these genes were silenced with each of the ZF fusion as inputs to various machine learning algorithms (Supplementary Table 5). The decision tree classifier showed an excellent performance, and a ten-fold cross-validation of this model showed an extremely high accuracy (78–96%) in predicting the efficacy of each silencer (Fig. 6b and Supplementary Table 6). In addition, the importance of each feature to the model construction was also revealed by this method (Extended Data Fig. 9). Notably, the target gene expression level was common feature that contributed to almost every silencer, Pol II ChIP–seq played a dominant role in CPL2-ZF, and the rest of the silencers were usually determined by a combination of varied features (Extended Data Fig. 9), supporting the hypothesis that different effector proteins are efficient in silencing genes with different chromatin features.

**Fig. 6:**
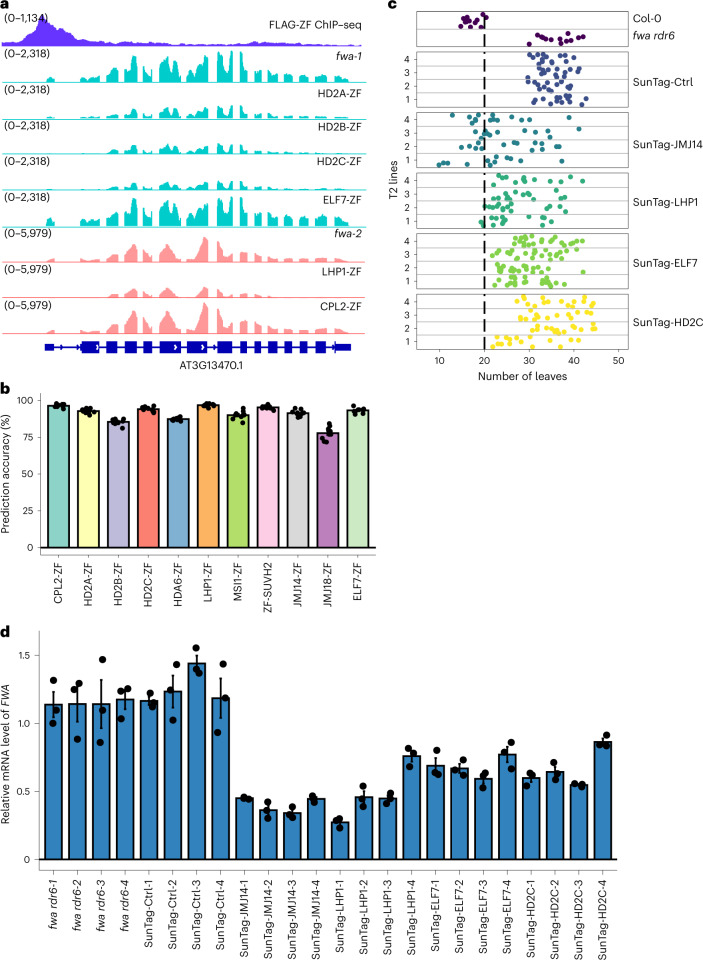
Predicting the efficacy of different effector proteins by using machine learning models and some effector protein also worked in SunTag system. **a**, Screenshots displaying RNA-seq levels over a representative ZF off-target gene AT3G13470 in *fwa-1*, HD2A-ZF, HD2B-ZF, HD2C-ZF, ELF7-ZF, *fwa-2*, LHP1-ZF and CPL2-ZF. FLAG-ZF ChIP–seq indicates the binding site of ZF. **b**, Bar chart indicating the accuracy of ten-fold cross-validation in each ZF line. **c**, Dot plots displaying leaf numbers of Col-0, *fwa rdr6* and representative SunTag T2 lines. **d**, qRT–PCR analysis showing the relative mRNA level of *FWA* in Col-0, *fwa rdr6* and representative SunTag T2 lines. Error bars indicate the standard error of the mean (s.e.m.) of three technical replicates of each sample; data are presented as mean ± s.e.m.

### Some effector proteins were effective in a dCas9-SunTag system

We cloned SUVH2, JMJ14, LHP1, HD2C, ELF7 and CPL2, representing different epigenetic pathways targeting gene silencing, into the SunTag system. The SunTag is a dCas9-based system in which dCas9 is fused to a chain of peptide epitopes, with effector proteins fused in a separate cassette with a single-chain antibody recognizing the peptide epitopes, such that a single dCas9 can recruit multiple effector proteins^14,16^. All the effectors in the SunTag system initially failed to trigger gene silencing or an early flowering phenotype in the *fwa* background, which we hypothesized was due to gene silencing of the transgene since western blot analysis showed little expression of dCas9 (Extended Data Fig. 10a). To reduce silencing, we retransformed all constructs into the *fwa rdr6* genetic background^48^, and found that this dramatically increased the expression of dCas9 (Extended Data Fig. 10a). In this background we observed target *FWA* gene silencing and an early flowering phenotype in the JMJ14 and LHP1 lines, and to a lesser extent in ELF7 and HD2C, but not in SUVH2, CPL2 or the no effector SunTag control (Fig. 6c,d and Extended Data Fig. 10b,c). These results indicate that that some effector proteins identified from this work can be also used for target gene silencing via the SunTag system.

## Discussion

By constructing ZF fusions to target a collection of putative chromatin regulators to *FWA*, we uncovered a variety of proteins capable of inducing gene silencing at *FWA* as well as at many other loci. This screen was done in the *fwa* epiallele background in which there are no short interfering RNAs, H3K9me2, RdDM components or DNA methylation at the target locus. Further, most of the silencers described here functioned without inducing any of these heterochromatin-related epigenetic marks. Our genomic and genetic evidence demonstrate that target gene silencing can be directed by diverse histone modifications including H3K27me3 deposition, H3K4me3 demethylation and histone deacetylation at H3K9, H3K14 and H4K16 tails. Interestingly, we also found two factors that appear to act by more directly interacting with Pol II, the ELF7 component of the elongation factor PAF1C and the CPL2 enzyme, which dephosphorylates the RNA Pol II C-terminus.

Due to protein–protein interactions between these effectors with the other epigenetic regulators, it is possible that some effectors might silence target genes through combined mechanisms. For example, it is known that HD2A, B and C interacts with HDA6^49^, which might deacetylate different histone tail residues. As another example, MSI1 interacts with HDA19, HISTONE DEACETYLATION COMPLEX1 (HDC1), HDA6, SIN3-like proteins and other proteins^36,37^, and our results indicated that MSI1-ZF might trigger gene silencing via a combination of H3K27me3 deposition and histone deacetylation (Fig. 4e,f and Extended Data Fig. 5a). This could also explain why MSI1-ZF silenced more efficiently than LHP1-ZF, HDA6-ZF and HD2-ZFs at *FWA* (Fig. 1b). The differences in interacting proteins between MSI1 and LHP1 might also explain why they silenced different sets of target genes (Supplementary Table 7).

Our results show that diverse pathways can be harnessed for the development of synthetic biology tools to downregulate genes. DNA methylation represents a strong and potentially heritable type of silencing, but only some genes will be amenable to this type of modification due to low densities of CG dinucleotides that are needed for silencing and heritability^12^ or high levels of endogenous expression that can compete with DNA methylation maintenance^14^. In addition, it may often be desirable to cause only a partial silencing of a target gene, and the non-DNA-methylation-based tools described here were able to cause various levels of repression that were lower than that of DNA methylation targeting tools (Fig.1b).

Our data showed that certain genes were more amenable to particular gene silencing approaches, which is probably due to differences in proximal chromatin environments for different target genes. Therefore, having a wider array of silencing tools expands the range of genes that can be successfully targeted. This also suggests that a different set of proteins from the library might have been identified if we had utilized a different reporter gene other than *FWA*, or if we had targeted a position other than the promoter region of the reporter gene. The genes susceptible to silencing in this study were involved in a wide range of biological processes including development, hormone signalling pathways and disease resistance (Supplementary Table 7), suggesting that the tools described here could be useful for the modulation of many different traits. In addition, we were able to utilize machine learning algorithms that could accurately predict which genes would be sensitive to silencing by a particular gene silencing tool. The prediction was extended to all *Arabidopsis* genes (Supplementary Table 6), which may be useful for future gene expression engineering efforts. In conclusion, this work provides mechanistic detail for an array of key plant gene silencing pathways, and describes a collection of new tools that should be useful in both basic research and crop improvement.

## Methods

### Plant materials and growth conditions

All the plants used in this paper were in the *Arabidopsis thaliana* Col-0 ecotype, grown under long-day conditions (16 h light and 8 h dark). The T-DNA insertion lines used in this study included *elf7-3* (SALK_019433)^42^. All the transgenic plants were generated by *Agrobacterium* (AGL0 strain)-mediated floral dipping.

### Plasmid construction

pMDC123-UBQ10: ZF-3xFLAG-effector (cDNA) is a Gateway compatible binary destination vector that includes a plant UBQ10 promoter, followed by an N-terminal ZF and 3xFLAG epitope tag, a Gateway cassette and an OCS terminator. The list of selected effectors from *Arabidopsis* Gene ORFeome Collection (Supplementary Table 1) in the pENTR/D-TOPO vectors were all cloned into pMDC123 destination vector via LR reaction using Gateway LR Clonase II (Invitrogen). pEG302-effector (gDNA)-3xFLAG-ZF is also a Gateway-compatible binary destination vector, which consists of a gateway cassette, followed by a C-terminal 3xFLAG epitope tag, a ZF, a Biotin Ligase Recognition Peptide and an OCS terminator. The sequence of native promoter (~1.5 kb upstream from the 5′ UTR or until the next gene annotation) and genomic DNA (without stop codon) of the effectors were cloned into pENTR D-TOPO vectors (Invitrogen), which were used to deliver the genomic DNA sequences of these effectors into the destination vector using Gateway LR Clonase II (Invitrogen). pEG302-effector (gDNA)-3xFLAG/9xMyc contains a gateway cassette, followed by a C-terminal 3xFLAG or 9xMyc epitope tag, a Biotin Ligase Recognition Peptide and an OCS terminator. The cloning method is the same as pEG302-effector (gDNA)-3xFLAG-ZF. For the SunTag-effector, the catalytic domain of JMJ14 and the coding sequence of other effector proteins were cloned into the SunTag vector with the infusion method (Takara). Please see Supplementary Table 8 for the primers and guide RNA information for the SunTag system.

### Flowering time measurement

The flowering times were measured by the leaf counts, and each dot in the dot plots represents the leaf number of individual plant. The number of plants with 20 or fewer leaves were marked.

### BS-PCR-seq

The leaf tissue from 4- to 5-week-old Col-0 wild type, *fwa* and the representative T2 ZF lines showing early flowering phenotype were collected to perform BS-PCR at *FWA* promoter regions. Cetyltrimethyl ammonium bromide-based method was used to extract DNA, and the EpiTect Bisulfite kit (QIAGEN) was used for DNA conversion. The converted DNA was used as a template to amplify three different regions over promoter and 5′ transcribed regions of *FWA*, including region 1 (chr4: 13038143-13038272), region 2 (chr4: 13038356- 13038499) and region 3 (chr4: 13038568-13038695). Pfu Turbo Cx (Agilent), dNTP (Takara Bio) and the primers designed for the above-mentioned *FWA* regions (Supplementary Table 8) were used to perform PCR reactions. Three different PCR products from three regions of each sample were pooled and purified with AMPure beads (Beckman Coulter). The purified PCR products were used to construct libraries by the Kapa DNA Hyper Kit (Roche) together with TruSeq DNA UD indexes for Illumina (Illumina), and the libraries were sequenced on Illumina iSeq 100.

### IP–MS

The method of IP–MS used in this study has been described in a recent paper^13^. Ten grams of unopened floral buds from Col-0 wild type and FLAG-tag transgenic plants HD2A and ELF7 were collected and ground into fine powder with liquid nitrogen. These samples were resuspended with 25 ml IP buffer and homogenized until lump-free by Dounce homogenizer. The lysate was filtered through Miracloth and incubated with 250 μl anti-FLAG M2 magnetic beads (Sigma) at 4 °C for 2 h. The magnetic beads were washed with IP buffer and eluted with TBS containing 250 µg ml^−1^ 3xFLAG peptides. The eluted proteins were precipitated with trichloroacetic acid (Sigma) and subject to MS analyses as described previously^13^.

### ChIP–seq

We followed a previous protocol for ChIP–seq with minor modifications^11^. Five microlitres of anti-H3K9ac (ab4441, Abcam), anti-H3K14ac (ab52946, Abcam), anti-H3K27ac (ab52946, Abcam), anti-H4K16ac (ab109463, Abcam), anti-Pol II Ser5 (ab5131, Abcam), anti-H3K36me2 (ab9049, Abcam), anti-H3K36me3 (ab9050, Abcam), anti-H3K4me3 (04-745, Millipore) or anti-H3K27me3 (07-449, Millipore) or 10 μl of anti-FLAG (Sigma) have been added into each ChIP, accordingly. Briefly, a total of 2–4 g of the leaves of T2 ZF lines with early a flowering phenotype or unopened flower buds of the FLAG lines were collected. The plant materials were ground with liquid nitrogen and fixed with 1% formaldehyde containing nuclei isolation buffering for 10 min before adding fresh-made glycine to terminate the crosslinking reaction. The nuclei were isolated and disrupted by SDS-containing lysis buffer, and the chromatin was sheared via Bioruptor Plus (Diagenode) and immunoprecipitated with antibody at 4 °C overnight. Next, the magnetic Protein A and Protein G Dynabeads (Invitrogen) were added and incubated at 4 °C for 2 h. After washing and elution, the reverse crosslinking was done at 65 °C overnight. Then the protein–DNA complex was treated with Protease K (Invitrogen) at 45 °C for 4 h, and the DNA was purified and precipitated with 3 M sodium acetate (Invitrogen), GlycoBlue (Invitrogen) and ethanol at −20 °C overnight. The precipitated DNA was directly used for library construction using the Ovation Ultra Low System V2 kit (NuGEN), and the libraries were sequenced on Illumina NovaSeq 6000 or HiSeq 4000 instruments.

### RNA-seq

Leaf tissue of 4- to 5-week-old plants with similar age from *fwa* and early flowering ZF transgenic lines was collected for RNA extraction using Direct-zol RNA MiniPrep kit (Zymo Research). One microgram of total RNA was used to prepare the libraries for RNA-seq following TruSeq Stranded mRNA kit (Illumina), and the libraries were sequenced on Illumina NovaSeq 6000 or HiSeq 4000 instruments.

### BS-PCR-seq analysis

BS-PCR-seq data analysis in this study used the pipeline described in ref. ^12^. The raw pair-end sequencing reads of each sample were combined, and aligned to both strands of reference genome TAIR10 using BSMAP (v.2.90)^50^, and the alignment allowed up to two mismatches and one best hit. The reads with fewer than 20 reads coverage of cytosines and the reads with more than three consecutives methylated CHH sites were removed. The methylation level of each cytosine was calculated using the ratio of mC/(C + T), and only the methylation data within the designed *FWA* regions were kept for making a plot using customized R scripts.

### ChIP–seq analysis

The ChIP–seq raw reads were trimmed using trim_galore (v0.6.5) (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and then aligned to TAIR10 genome using Bowtie2 (v2.1.0) (ref. ^51^), which allowed one unique mapping site and zero mismatch. The Samtools version 1.9 (ref. ^52^) was used to remove the duplicated reads, and together with deeptools version 3.1.3 (ref. ^53^) to generate tracks using reads per kilobase of exon per million reads mapped (RPKM) for the normalization. The peaks were called using MACS2 version 2.1.1 (ref. ^54^), and the peaks that were frequently existed in previous FLAG ChIP–seq of Col-0 were removed.

For FLAG-ZF ChIP–seq, the FLAG ChIP–seq was performed in the unopened flower buds of FLAG-ZF T2 transgenic plants and *fwa* plants. The peaks were called by FLAG-ZF against *fwa*, and the peaks with four-fold or higher signal enrichment were kept as the ZF off-target sites (Supplementary Table 2, *n* = 6,091), while the other FLAG ChIP–seq used signal enrichment of two-fold or higher for the following analysis.

For the comparison of histone and Pol II (histone/Pol II) enrichment over ZF off-target sites between ZF lines and *fwa*, the histone/Pol II ChIP–seq of each sample including both ZF lines and *fwa* was normalized with their respective H3 ChIP–seq first by using bigwigCompare, and then the normalized histone/Pol II ChIP–seq of ZF lines were further normalized to *fwa* by using bigwigCompare, which were then used to make the metaplot over ZF off-target peaks and random shuffled peaks. This method was also applied in Pol II ChIP–seq enrichments between Col-0 wild type and *elf7-3* mutant over ELF7 peaks and shuffled peaks (Fig. 5c).

### RNA-seq analysis

The RNA-seq raw reads were aligned to TAIR10 genome using Bowtie2 (v2.1.0) (ref. ^51^), and the expression levels were calculated with rsem-calculate-expression from RSEM (v1.3.1) with default settings^55^. The RNA-seq tracks were generated using Samtools version 1.9 (ref. ^52^) and normalized with RPKM using bamCoverage from deeptools version 3.1.3 (ref. ^53^). The DEGs were called using customized scripts of run_DE_analysis.pl from Trinity version 2.8.5 (ref. ^56^). Log_2_ fold change ≥1 and false discovery rate <0.05 were used as a cut-off.

The method of RAD analysis in Fig. 1e is described at ref. ^20^. We used the FLAG-ZF ChIP–seq peaks (*n* = 6,091) as input of the favourite regions, and up- and downregulated DEGs of ZF lines versus *fwa* were used, respectively, as the inputs of DEGs.

### Machine learning

#### ZF targeting genes

We defined 6,091 ZF offtarget sites above; however, not all of them were located proximal to genes. Therefore, we considered 2,709 genes as ZF targeting genes, whose transcription start sites (TSSs) were located between −500 bp and 200 bp from a ZF peak. 

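Using the 6091 sites and the annotation of 37899 genes on the 5 chromosomes, 3531 genes had a ZF site that overlapped the stretch from 500 bp upstream to 200 bp downstream of the transcription start site. Restricting the count to the 27444 protein-coding genes gave 2803, and requiring the midpoint of the site to lie in that stretch gave 1749. No other filter on genes was applied.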

The chromatin features of these 2,709 ZF target sites as well as the gene expression level of ZF target genes were subjected to the following analysis.

#### Input data preparation

A total of 15 chromatin or genomic features of the 2,709 ZF off-target sites/genes, including gene expression level, ChIP–seq signals of H3K27ac, H3K27me3, H3K4me3, H4K16ac, H3K9ac and Pol II, ATAC-seq signals, the level of CG, CHG and CHH methylation, the number of CG, CHG and CHH sites, and GC content, that have been characterized in the *fwa* epiallele (Supplementary Table 5) were utilized to generate input data for machine learning. We also used a binary gene classification based on whether the gene was downregulated (fold change ≤2 and false discovery rate <0.05) in ZF lines compared with the *fwa* epiallele plants. Input data were pre-processed by removing perfect collinearity.

#### Prediction model selection

We evaluated 14 machine learning algorithms with ten-fold cross-validation (Fig. 6b) in PyCaret (v2.3.4, https://pycaret.org/) to select prediction models. The input dataset was divided into ten groups, with nine groups used as training dataset and one group as test data, reiterated ten times. The decision tree classifier method was applied in modelling as this method showed good performance and also provided the contribution of each feature to the model construction.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary figs. 1–6.

Reporting Summary

Supplementary Table Supplementary tables 1–8.

## Data Availability

The accession number for all the high-throughput sequencing data of this paper is GEO: GSE197063. Source data are provided with this paper.

## Source data

Source Data Fig. 2 Unprocessed western blots of Fig. 2c.
Source Data Extended Data Fig./Table 1 Unprocessed western blots of Extended Data Fig. 1a.

## References

[1] Feng S, Jacobsen SE, Reik W (2010). Epigenetic reprogramming in plant and animal development. Science.

[2] Law JA, Jacobsen SE (2010). Establishing, maintaining and modifying DNA methylation patterns in plants and animals. Nat. Rev. Genet..

[3] Kinoshita T (2004). One-way control of FWA imprinting in *Arabidopsis* endosperm by DNA methylation. Science.

[4] Mozgova I, Hennig L (2015). The polycomb group protein regulatory network. Annu. Rev. Plant Biol..

[5] Jiang D, Wang Y, Wang Y, He Y (2008). Repression of FLOWERING LOCUS C and FLOWERING LOCUS T by the *Arabidopsis* polycomb repressive complex 2 components. PLoS ONE.

[6] Mozgova I, Kohler C, Hennig L (2015). Keeping the gate closed: functions of the polycomb repressive complex PRC2 in development. Plant J..

[7] Lu F, Cui X, Zhang S, Liu C, Cao X (2010). JMJ14 is an H3K4 demethylase regulating flowering time in *Arabidopsis*. Cell Res..

[8] Liu C, Lu F, Cui X, Cao X (2010). Histone methylation in higher plants. Annu. Rev. Plant Biol..

[9] Hollender C, Liu Z (2008). Histone deacetylase genes in *Arabidopsis* development. J. Integr. Plant Biol..

[10] Segal DJ, Dreier B, Beerli RR, Barbas CF (1999). Toward controlling gene expression at will: selection and design of zinc finger domains recognizing each of the 5′-GNN-3′ DNA target sequences. Proc. Natl Acad. Sci. USA.

[11] Johnson LM (2014). SRA- and SET-domain-containing proteins link RNA polymerase V occupancy to DNA methylation. Nature.

[12] Gallego-Bartolome J (2019). Co-targeting RNA polymerases IV and V promotes efficient de novo DNA methylation in *Arabidopsis*. Cell.

[13] Xue Y (2021). *Arabidopsis* MORC proteins function in the efficient establishment of RNA directed DNA methylation. Nat. Commun..

[14] Papikian A, Liu W, Gallego-Bartolome J, Jacobsen SE (2019). Site-specific manipulation of *Arabidopsis* loci using CRISPR–Cas9 SunTag systems. Nat. Commun..

[15] Gardiner J, Ghoshal B, Wang M, Jacobsen SE (2022). CRISPR–CAS mediated transcriptional control and epi-mutagenesis. Plant Physiol..

[16] Tanenbaum ME, Gilbert LA, Qi LS, Weissman JS, Vale RD (2014). A protein-tagging system for signal amplification in gene expression and fluorescence imaging. Cell.

[17] Soppe WJ (2000). The late flowering phenotype of fwa mutants is caused by gain-of-function epigenetic alleles of a homeodomain gene. Mol. Cell.

[18] Yamada K (2003). Empirical analysis of transcriptional activity in the *Arabidopsis* genome. Science.

[19] Pruneda-Paz JL (2014). A genome-scale resource for the functional characterization of *Arabidopsis* transcription factors. Cell Rep..

[20] Guo Y (2021). RAD: a web application to identify region associated differentially expressed genes. Bioinformatics..

[21] He Y, Doyle MR, Amasino RM (2004). PAF1-complex-mediated histone methylation of FLOWERING LOCUS C chromatin is required for the vernalization-responsive, winter-annual habit in *Arabidopsis*. Genes Dev..

[22] Turck F (2007). *Arabidopsis* TFL2/LHP1 specifically associates with genes marked by trimethylation of histone H3 lysine 27. PLoS Genet..

[23] Ueda A (2008). The *Arabidopsis thaliana* carboxyl-terminal domain phosphatase-like 2 regulates plant growth, stress and auxin responses. Plant Mol. Biol..

[24] Liu W (2021). Ectopic targeting of CG DNA methylation in *Arabidopsis* with the bacterial SssI methyltransferase. Nat. Commun..

[25] Derkacheva M (2013). *Arabidopsis* MSI1 connects LHP1 to PRC2 complexes. EMBO J..

[26] Mylne JS (2006). LHP1, the *Arabidopsis* homologue of HETEROCHROMATIN PROTEIN1, is required for epigenetic silencing of FLC. Proc. Natl Acad. Sci. USA.

[27] Zhang X (2007). The *Arabidopsis* LHP1 protein colocalizes with histone H3 Lys27 trimethylation. Nat. Struct. Mol. Biol..

[28] Piunti A, Shilatifard A (2016). Epigenetic balance of gene expression by Polycomb and COMPASS families. Science.

[29] Voigt P, Tee WW, Reinberg D (2013). A double take on bivalent promoters. Genes Dev..

[30] Yang Z (2018). EBS is a bivalent histone reader that regulates floral phase transition in *Arabidopsis*. Nat. Genet..

[31] Lawrence RJ (2004). A concerted DNA methylation/histone methylation switch regulates rRNA gene dosage control and nucleolar dominance. Mol. Cell.

[32] Chen X (2018). Canonical and noncanonical actions of *Arabidopsis* histone deacetylases in ribosomal RNA processing. Plant Cell.

[33] To TK (2011). Arabidopsis HDA6 regulates locus-directed heterochromatin silencing in cooperation with MET1. PLoS Genet..

[34] Lin J (2020). HDA6-dependent histone deacetylation regulates mRNA polyadenylation in *Arabidopsis*. Genome Res..

[35] Earley K (2006). Erasure of histone acetylation by *Arabidopsis* HDA6 mediates large-scale gene silencing in nucleolar dominance. Genes Dev..

[36] Xu Y (2022). MSI1 and HDA6 function interdependently to control flowering time via chromatin modifications. Plant J..

[37] Mehdi S (2016). The WD40 domain protein MSI1 functions in a histone deacetylase complex to fine-tune abscisic acid signaling. Plant Cell.

[38] Fukuda H, Sano N, Muto S, Horikoshi M (2006). Simple histone acetylation plays a complex role in the regulation of gene expression. Brief. Funct. Genom. Proteomic.

[39] Tomson BN, Arndt KM (2013). The many roles of the conserved eukaryotic Paf1 complex in regulating transcription, histone modifications, and disease states. Biochim. Biophys. Acta.

[40] Antosz W (2017). The composition of the *Arabidopsis* RNA polymerase II transcript elongation complex reveals the interplay between elongation and mRNA processing factors. Plant Cell.

[41] Oh S, Park S, van Nocker S (2008). Genic and global functions for Paf1C in chromatin modification and gene expression in *Arabidopsis*. PLoS Genet..

[42] Alonso JM (2003). Genome-wide insertional mutagenesis of *Arabidopsis thaliana*. Science.

[43] Hou L (2019). Paf1C regulates RNA polymerase II progression by modulating elongation rate. Proc. Natl Acad. Sci. USA.

[44] Fischl H, Howe FS, Furger A, Mellor J (2017). Paf1 has distinct roles in transcription elongation and differential transcript fate. Mol. Cell.

[45] Koiwa H (2004). *Arabidopsis* C-terminal domain phosphatase-like 1 and 2 are essential Ser-5-specific C-terminal domain phosphatases. Proc. Natl Acad. Sci. USA.

[46] Zhang YZ (2020). Coupling of H3K27me3 recognition with transcriptional repression through the BAH-PHD-CPL2 complex in *Arabidopsis*. Nat. Commun..

[47] Qian F (2021). A histone H3K27me3 reader cooperates with a family of PHD finger-containing proteins to regulate flowering time in *Arabidopsis*. J. Integr. Plant Biol..

[48] Dalmay T, Hamilton A, Rudd S, Angell S, Baulcombe DC (2000). An RNA-dependent RNA polymerase gene in *Arabidopsis* is required for posttranscriptional gene silencing mediated by a transgene but not by a virus. Cell.

[49] Luo M (2012). HD2C interacts with HDA6 and is involved in ABA and salt stress response in *Arabidopsis*. J. Exp. Bot..

[50] Xi Y, Li W (2009). BSMAP: whole genome bisulfite sequence MAPping program. BMC Bioinform..

[51] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[52] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[53] Ramirez F (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res..

[54] Zhang Y (2008). Model-based analysis of ChIP–seq (MACS). Genome Biol..

[55] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-seq data with or without a reference genome. BMC Bioinform..

[56] Grabherr MG (2011). Full-length transcriptome assembly from RNA-seq data without a reference genome. Nat. Biotechnol..

How the deposited data were processed for this re-analysis (not part of the article)

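The re-analysis used the processed files of the study: 108 peak lists from ChIP–seq of histone marks, Pol II Ser5 and FLAG-tagged proteins, and 28 files of methylated cytosines from BS-PCR-seq of *FWA*. Each file belongs to 1 sample. Reads were not available, and RNA-seq, H3 ChIP–seq and the FLAG libraries of Col-0 and *fwa* were left out because they have no peak list or cytosine file. Samples were grouped by the plant line, mark, data set and replicate number of their labels. The label YPET-ZF was read as EYFP-ZF, the label TRB1-ZF as the FLAG-ZF line of the paper, and labels of BS-PCR-seq without the ending ZF as the ZF fusion of that protein.

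For the peak lists, the authors aligned reads to TAIR10 with Bowtie2 (2.1.0), kept reads that map to 1 place without mismatch, removed duplicates with Samtools (1.9) and called peaks with MACS2 (2.1.1), with 1 list per library. The deposited fold enrichment of a peak is the ratio of signal to local background at its summit, as the authors' peak caller computed it. The deposited −log10 p and −log10 q values were computed by the same caller for each peak, and the deposited score is 10 times the −log10 q as an integer. The control used in the calls is stated for FLAG-ZF only, which the authors called against *fwa*; they also removed FLAG peaks often found in Col-0. The lists of HD2A-FLAG and of replicate 1 of ELF7-FLAG hold positions alone, so the planned fold minimum could not be applied to them. Folds, q values and scores of different lists are not on a common scale and were read only within a list; the score was not used further.

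For BS-PCR-seq, the authors aligned reads to TAIR10 with BSMAP (2.90) and deposited raw counts of methylated reads and of all reads at each cytosine. The deposited fraction of methylated reads is the ratio of those counts, rounded by the authors' tool to 3 digits, so levels were recomputed here from the counts. The methods of the paper state that cytosines under 20 reads were removed, but the deposited files still hold some, and the minimum was applied here. The positions were checked against the reference genome used here: all 3145 cytosine entries of the 28 libraries on the 5 chromosomes had the same 5 bases around them.

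Analyses used python (3.11.15) with numpy (2.4.6), pandas (2.3.3), scipy (1.17.1) and matplotlib (3.10.9), on the 5 nuclear chromosomes, with a fixed random seed. ZF sites were regions of the FLAG-ZF list whose first listed summit was at least 4-fold enriched, a reading of the fold chosen after the list had been seen. For each site, 10 shuffled positions on the same chromosome, more than 2000 bp from any ZF site, served as the comparison. For each fusion library, sites with a peak over the midpoint in the fusion and in no *fwa* library of the data set (gained) and sites with one in all those *fwa* libraries and not in the fusion (lost) were counted. Gained and lost counts at ZF and shuffled sites were compared with Fisher's exact test (two-sided), adjusted by Benjamini-Hochberg over all libraries, and a change was called at an adjusted p under 0.05 in the same direction in every library. Each test takes the sites of 1 library as its units, and sites are not replicates. Its p-value does not measure the spread between libraries, which enters only because every library must go the same way. With 2 libraries against 2, an exact permutation test over libraries cannot go below p = 0.333. The gained share also depends on how many sites carry a peak at the start, so the share lost of the sites marked in all *fwa* libraries and the share gained of those marked in none were compared too (Fisher's exact test, Benjamini-Hochberg over all libraries), a choice made after the values had been seen. Pol II peaks of *elf7-3* were compared with those of Col-0 in the same way at ELF7 peaks, taken as peaks of replicate 1 that overlap a replicate 2 peak of at least 2-fold.

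The overlap of ELF7 and HD2A peaks with other peaks and with genes was counted from 1 bp on, beside shuffled regions. At *FWA*, the bases covered by peaks over the gene and 1000 bp upstream were counted without a test. The loss of *fwa* peaks by their prior fold was compared in quartiles, between peaks over a ZF site and peaks more than 2000 bp away, with Fisher's exact test and the same adjustment. Cytosines of the 3 regions with at least 20 reads in every library were tested per library against both *fwa* libraries together (Fisher's exact test, Benjamini-Hochberg), with a minimum difference of 10 percentage points in both replicates. Levels carry 95% Wilson intervals, and the detection floor is 3 reads.

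The median coverage of a cytosine in the 3 regions was between 14216 and 68305 reads per library, so counting error is small beside the spread between replicates. The read depth of the ChIP–seq libraries is unknown, and the number of peaks per list, given with each comparison, is its only measure.

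Genes are named by a rule: *FWA*, every gene the paper's text names that has a value in the files, and, for H3K27me3 in LHP1-ZF and MSI1-ZF and for Pol II in ELF7-ZF, the 3 sites of highest FLAG fold among those gained in every library, each named by the nearest gene start. *MSH3*, in the closing section, is outside that rule.

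The statistics were tested on simulated data. In simulated peak comparisons on 6091 ZF sites, 8 of 8 made with 10% of sites gained and 8 of 8 made with 30% of peaks removed were called in the right direction, with 0 of 16 unchanged comparisons called beside them and 0 of 32 in a simulation with none changed. In another simulation, 16% of ZF sites and 7% of shuffled sites were marked, and both classes lost 10% of marked and gained 1% of unmarked sites: the gained share was called lower in 32 of 32 comparisons, and each of the further shares in 0. The mean difference in the gained share was −22.6 percentage points, so a difference of that size can arise from unequal marking alone. In simulated loss comparisons, 20 of 20 quartiles made with 30% of peaks at ZF sites removed were called, with a mean difference of 26.9 points, and 0 of 56 unchanged ones. In simulated cytosine tests, 74 per line, 60 of 60 cytosines raised by 15 or 50 points were called, 0 of 20 raised by 3 points and 0 of 882 unchanged.

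Alternatives tried were other overlap rules (any overlap of 1 bp, 50% covered, a summit within 250 bp), stricter peaks (a q value of 1e-05 or lower) or equal numbers of peaks, ZF sites of at least 2-fold or 6-fold, control sites moved 10000 bp, a replicate block, controls of all data sets together, each replicate left out in turn, the *FWA* gene alone, a distance of 5000 bp, coverage minimums of 1 and 100, no size minimum or one of 5 points, mean levels of cytosines, ELF7 peaks of a single replicate, gene starts by site midpoint and protein-coding genes alone. Added later were sites with any summit of at least 4-fold, a count of summits, and the shares lost of marked and gained of unmarked sites.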

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

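The tests on conversion and carry-over at the amplicon in *MSH3*, and the choice to name that gene, were made only after the result was seen.

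The cytosine files also hold an amplicon outside the 3 regions of *FWA*, on chromosome 4 from 13044647 to 13044770 in the neighbouring gene *MSH3*, 5951 bp from the end of region 3. It was covered in all 28 libraries, at 7 CG, 2 CHG and 18 CHH cytosines in 27 of them and at 6 CG, 1 CHG and 14 CHH cytosines in ZF-SUVH2 replicate 2, and the paper does not report on it. Its signal stood above the control level: the CG level was 77.3 ± 2.92% in Col-0 (SD, n = 2 replicates) and 0.0682 ± 0.0263% in *fwa* (SD, n = 2). Single CG cytosines were at 64.4 to 86.6% in Col-0, and at 0.310% or lower in *fwa* and in 22 libraries of ZF lines, the exceptions being LHP1-ZF replicate 1 and ZF-SUVH2 replicate 2. Incomplete bisulfite conversion in Col-0 would also raise CHH cytosines, and their pooled level was 0.0870% in the higher of the 2 Col-0 replicates, which argues against it. A difference in DNA methylation between Col-0 and the *fwa* lines is a candidate explanation. A sequence difference between the lines, and the reason why this amplicon is in the files, were not tested.

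In LHP1-ZF replicate 1, the CG cytosine at 13044726 of that amplicon was at 52.9% with a coverage of 73088 reads, above the control level. The same cytosine was at 0.0734% in replicate 2 and at 1.03% or lower in the other libraries apart from Col-0. Carry-over of Col-0 amplicons would raise the other 6 CG cytosines as well, and their highest level was 1.48%, which argues against it. An error early in amplification from few molecules may give a single raised cytosine in 1 replicate, but it was not tested, nor was methylation of that cytosine in the plants of that replicate. As it was raised in 1 of 2 replicates, no value here ties it to LHP1-ZF.

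A search for libraries far from their group covered *fwa* libraries only, in groups of 4 to 7 of the same mark, with 14 tests over 2 measures. None was past the limit, where chance alone would give 0.7. The fusion lines have too few libraries for such a search.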

How the results depend on the processing

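The tests with ZF sites that had any summit of at least 4-fold, those that counted summits or any summit of a region, and those of the shares lost of marked and gained of unmarked sites were chosen only after the result was seen. All other alternatives, the main tests and the rule for naming sites were set before the data were examined, with 1 choice changed at a time; the exception is the reading of the FLAG fold at the first listed summit, which defines the main ZF sites and was chosen after the list had been seen. Unless said otherwise, signs and calls below refer to the gained share at ZF sites less that at shuffled sites, in percentage points, and a call needs an adjusted p under 0.05 in the same direction in every library (Fisher's exact test).

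Direction and call held under all alternatives tried for 4 comparisons at ZF sites. The ranges of their gained shares were 12.1 to 52.8 for H3K27me3 in LHP1-ZF, 21.4 to 53.7 for H3K27me3 in MSI1-ZF, −65.6 to −42.1 for H3K9ac in MSI1-ZF and −43.7 to −32.4 for H3K14ac in MSI1-ZF. For 4 more they held under all alternatives that kept the gained share, but not under both the share lost of marked sites and the share gained of unmarked sites: −32.9 to −22.1 for H3K4me3 in JMJ14-ZF, −27.5 to −15.5 for H3K9ac in HD2C-ZF (1 library), −33.9 to −19.1 for H3K27ac in HD2C-ZF and 12.1 to 21.2 for H3K36me2 in ELF7-ZF. Of these, the call of H3K4me3 in JMJ14-ZF held for the share lost (−3.59) and that of H3K36me2 in ELF7-ZF for the share gained (4.78); the other two held for neither. H3K27me3 in EYFP-ZF was called under none, with a range of −31.2 to −1.81. Over all comparisons at ZF sites, 337 alternative values had the same direction and call, 73 changed sign, 23 lost a call and 28 gained one. While the gained share was kept, no change of sign was of a called difference.

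The gained share falls where more sites are marked at the start, in simulated comparisons too, so 2 further shares were tested, printed here so that a negative value means more loss or less gain at ZF sites. By the share lost of marked sites, the difference changed sign for H3K14ac in HDA6-ZF (2.03), H3K27ac in EYFP-ZF (1.92), H3K27ac in HD2A-ZF (1.27), H3K27ac in HD2B-ZF (2.67), H3K27me3 in JMJ14-ZF (2.15), H3K36me2 in ELF7-ZF (−0.438), H3K36me3 in ELF7-ZF (−0.365), H3K4me3 in ELF7-ZF (1.76), H3K9ac in HD2A-ZF (0.473), H3K9ac in HD2B-ZF (0.362), H3K9ac in HDA6-ZF (0.294) and H4K16ac in HD2A-ZF (3.40), the call was lost for H3K27ac in HD2C-ZF (−0.780) and H3K9ac in HD2C-ZF (−0.833), and a call was made for H3K14ac in EYFP-ZF (2.74), H3K9ac in EYFP-ZF (2.71) and *elf7-3* (19.0). By the share gained of unmarked sites, the difference changed sign for H3K14ac in HDA6-ZF (0.170), H3K27ac in EYFP-ZF (0.385), H3K27ac in HD2A-ZF (0.0182), H3K27ac in HD2B-ZF (0.0391), H3K27me3 in JMJ14-ZF (0.374), H3K4me3 in ELF7-ZF (0.118), H3K9ac in HD2A-ZF (0.573), H3K9ac in HD2B-ZF (0.212), H3K9ac in HD2C-ZF (0.0972), H3K9ac in HDA6-ZF (0.418), H4K16ac in HD2A-ZF (0.534), Pol II Ser5 in CPL2-ZF (0.637), Pol II Ser5 in ELF7-ZF (3.57) and Pol II Ser5 in HD2A-ZF (0.649), the call was lost for H3K27ac in HD2C-ZF (−0.170), H3K27me3 in ELF7-ZF (−0.312) and H3K4me3 in JMJ14-ZF (−0.145), and a call was made for H3K14ac in EYFP-ZF (0.698), H3K36me3 in ELF7-ZF (1.99), H3K4me3 in EYFP-ZF (0.354), H3K9ac in EYFP-ZF (0.702), H4K16ac in EYFP-ZF (1.08), H4K16ac in HD2B-ZF (0.722), H4K16ac in HD2C-ZF (0.719), Pol II Ser5 in EYFP-ZF (0.530) and *elf7-3* (9.59). Of the changes of sign, H3K27ac in EYFP-ZF was called higher by both shares, and H3K9ac in HDA6-ZF, H4K16ac in HD2A-ZF and Pol II Ser5 in ELF7-ZF and CPL2-ZF by the share gained; CPL2-ZF had been called lower by the main measure. Of 14 calls, the share lost kept 8 and the share gained kept 5, and these shares bear on loss and on gain alone, which by construction can cost a call; the cause of the changes of sign was not tested. The calls of H3K9ac in the HD2-ZF lines, of H3K27ac in HD2C-ZF and of H3K14ac in HDA6-ZF were met by neither. EYFP-ZF is among the lines called higher, so a higher share alone does not set a fusion apart from it.

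When any overlap of at least 1 bp with the site counted, the difference changed sign for H3K14ac in EYFP-ZF (−0.391), H3K27ac in EYFP-ZF (0.633), H3K27me3 in JMJ14-ZF (0.337), H3K4me3 in EYFP-ZF (−4.18) and H4K16ac in HD2C-ZF (−2.58), the call was lost for H3K14ac in HDA6-ZF (−5.92), H3K27me3 in ELF7-ZF (−16.0), H3K9ac in HD2A-ZF (−7.07) and Pol II Ser5 in HD2A-ZF (−3.98), and a call was made for H3K27ac in HD2A-ZF (−14.9), H3K36me3 in ELF7-ZF (10.6) and H3K9ac in HDA6-ZF (−15.9). When at least 50% of the site had to be covered, the difference changed sign for H3K4me3 in EYFP-ZF (−0.644), H4K16ac in HD2A-ZF (1.37), H4K16ac in HD2C-ZF (−1.24), Pol II Ser5 in EYFP-ZF (−1.53) and *elf7-3* (−4.08), and the call was lost for H3K9ac in HD2A-ZF (−10.1). When a summit had to lie within 250 bp of the midpoint, the difference changed sign for H3K14ac in EYFP-ZF (−4.04), H3K4me3 in EYFP-ZF (−7.57), H3K9ac in EYFP-ZF (−4.97), H4K16ac in EYFP-ZF (−4.91), H4K16ac in HD2B-ZF (−3.86), H4K16ac in HD2C-ZF (−5.84), Pol II Ser5 in ELF7-ZF (5.90) and Pol II Ser5 in EYFP-ZF (−6.85), the call was lost for H3K9ac in HD2A-ZF (−7.76), Pol II Ser5 in CPL2-ZF (−7.20) and Pol II Ser5 in HD2A-ZF (−6.26), and a call was made for H3K27ac in HD2B-ZF (−10.3), H3K9ac in HDA6-ZF (−17.9) and *elf7-3* (15.2). The entry *elf7-3* stands for Pol II Ser5 peaks of that mutant at ELF7 peaks. The cause was not tested.

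For ZF sites of at least 2-fold, the difference changed sign for H3K14ac in EYFP-ZF (−3.60), H3K4me3 in EYFP-ZF (−4.28), H4K16ac in HD2B-ZF (−0.210), H4K16ac in HD2C-ZF (−1.70) and Pol II Ser5 in ELF7-ZF (0.667), and a call was made for H3K27ac in HD2B-ZF (−10.0) and H3K9ac in HDA6-ZF (−14.5). For ZF sites of at least 6-fold, the difference changed sign for H3K27ac in EYFP-ZF (5.73), H3K4me3 in EYFP-ZF (−2.06), H4K16ac in HD2C-ZF (−5.39), Pol II Ser5 in ELF7-ZF (0.176) and Pol II Ser5 in EYFP-ZF (−0.698), the call was lost for H3K9ac in HD2A-ZF (−5.38), H3K9ac in HD2B-ZF (−11.8), Pol II Ser5 in CPL2-ZF (−10.3) and Pol II Ser5 in HD2A-ZF (−5.50), and a call was made for H3K9ac in HDA6-ZF (−24.5). For ZF sites with any summit of at least 4-fold, the difference changed sign for H4K16ac in EYFP-ZF (−3.09) and H4K16ac in HD2C-ZF (−3.84), and a call was made for H3K9ac in HDA6-ZF (−11.2). With control sites moved 10000 bp in place of shuffled ones, the difference changed sign for H3K14ac in EYFP-ZF (−3.07), H3K27ac in EYFP-ZF (1.67), H4K16ac in HD2A-ZF (3.45), H4K16ac in HD2C-ZF (−1.88), Pol II Ser5 in ELF7-ZF (1.14) and *elf7-3* (−0.662), and the call was lost for H3K14ac in HDA6-ZF (−1.94), H3K9ac in HD2B-ZF (−13.6), Pol II Ser5 in CPL2-ZF (−8.66) and Pol II Ser5 in HD2A-ZF (−4.59). The 6-fold minimum leaves fewer sites to test, which can cost a call; the cause of the other changes was not tested.

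With only peaks of a q value of 1e-05 or lower, the difference changed sign for H3K4me3 in EYFP-ZF (−2.92), H4K16ac in HD2C-ZF (−0.741), Pol II Ser5 in EYFP-ZF (−3.22) and *elf7-3* (−0.879). With equal numbers of peaks in every list, the difference changed sign for H3K27ac in EYFP-ZF (0.332) and *elf7-3* (−1.90). Against the control libraries of all data sets together, the difference changed sign for Pol II Ser5 in ELF7-ZF (4.45) and *elf7-3* (−3.08), and the call was lost for Pol II Ser5 in HD2A-ZF (−9.39). The cause was not tested.

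With the replicate number as a replicate block, the difference changed sign for H3K27ac in EYFP-ZF (0.721), the call was lost for H3K14ac in HDA6-ZF (−6.27), and a call was made for H3K9ac in HDA6-ZF (−9.88). It changed no other call, including those of the cytosines. Libraries with the same number did not deviate together: the correlations of their deviations were −0.0224 to 0.0696 over 11 pairs of peak lists (median −0.00662) and −0.428 to 0.119 over 13 pairs of BS-PCR-seq libraries (median −0.198), so the numbers were not taken as pairs; at 2 single cytosines, given among the other observations, replicates 1 and 2 did differ alike in several lines.

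Leaving out each replicate in turn gave the following pairs of values, the first without replicate 1 and the second without replicate 2, each resting on a single library and its own test: 0.908 and −0.899 for H3K14ac in EYFP-ZF, 1.80 and −2.40 for H3K27ac in EYFP-ZF, −25.8 and −5.90 for H3K27ac in HD2A-ZF, −17.6 and −1.95 for H3K27ac in HD2B-ZF, 13.1 and −1.26 for H3K36me3 in ELF7-ZF, −6.63 and −14.8 for H3K4me3 in ELF7-ZF, 6.19 and 15.4 for H3K9ac in EYFP-ZF, −8.38 and −10.3 for H3K9ac in HDA6-ZF, 5.63 and −2.41 for H4K16ac in EYFP-ZF, 0.485 and −0.691 for H4K16ac in HD2A-ZF, 4.25 and −3.72 for H4K16ac in HD2C-ZF, −11.3 and 7.04 for Pol II Ser5 in ELF7-ZF and −2.08 and 2.24 for *elf7-3*. No called difference with 2 libraries lost its direction or call without either replicate. A call already requires each library to be past the threshold in the same direction, so this outcome follows from the definition and says nothing further. The calls of H3K9ac in HD2B-ZF and HD2C-ZF rest on 1 library each and have no such test. The called differences for H3K27me3 in ELF7-ZF (−14.8 and −31.9) and H3K9ac in HD2A-ZF (−7.78 and −16.9) moved by more than 1.5 times.

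For the loss of *fwa* peaks by prior fold, 128 alternative values had the same direction and call, 6 changed sign, 8 gained a call and 2 lost one. Without replicate 1 and without replicate 2, the differences in the lowest quartile were 1.39 and −3.04 for H3K14ac in HDA6-ZF, −13.6 and −11.4 for H3K27ac in EYFP-ZF, −0.292 and −14.1 for H3K27ac in HD2B-ZF, −8.41 and −5.08 for H3K4me3 in EYFP-ZF, 3.86 and 16.0 for H3K4me3 in JMJ14-ZF, −9.62 and −12.0 for H3K9ac in EYFP-ZF, −10.7 and −10.3 for H4K16ac in HD2A-ZF, −11.1 and −11.0 for H4K16ac in HD2B-ZF and −10.2 and −4.94 for H4K16ac in HD2C-ZF percentage points, and those in the highest quartile −0.0248 and 0.132 for H3K14ac in HDA6-ZF, 0.489 and −3.03 for H4K16ac in HD2B-ZF and 1.23 and −1.84 for H4K16ac in HD2C-ZF. With only *fwa* peaks of a q value of 1e-05 or lower, the lowest quartile changed sign for H3K27ac in HD2C-ZF (2.37) and H3K9ac in HDA6-ZF (1.93) and lost the call for H3K9ac in HD2B-ZF (−2.98) and H4K16ac in EYFP-ZF (−4.91). The calls for MSI1-ZF in the lowest quartile held, at 8.07 to 12.4 for H3K9ac and 10.5 to 20.1 for H3K14ac. The cause of the changes was not tested.

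Over *FWA*, the difference in covered length from *fwa* stayed within the spread between replicates for 23 comparisons over the gene alone and moved further for 8, and for 25 and 6 with only peaks of a q value of 1e-05 or lower. H3K9ac in HD2B-ZF and HD2C-ZF, counted among the 8, rests on 1 library each and has no spread to be judged against. With 2 replicates, leaving one out cannot move a mean by more than their SD, so the values without a replicate say nothing by staying within it. Without replicate 1 and without replicate 2, the sign differed for H3K27ac in HD2A-ZF (19 and −62.5 bp), H3K27ac in HD2B-ZF (157 and −93.5 bp), H3K4me3 in EYFP-ZF (−3.50 and 71.5 bp), H3K4me3 in JMJ14-ZF (18 and −16 bp), H3K9ac in MSI1-ZF (−94.5 and 57.5 bp) and H4K16ac in HD2A-ZF (127 and −212 bp). Over the gene alone, without the upstream 1000 bp that is left out by construction, it moved to −389.5 bp for H3K14ac in HDA6-ZF, −118.5 bp for H3K4me3 in ELF7-ZF, −28.5 bp for H3K4me3 in JMJ14-ZF, −84.25 bp for H3K9ac in HD2A-ZF, −99.5 bp for H3K9ac in HD2B-ZF, −114.5 bp for H3K9ac in HD2C-ZF, −256.5 bp for H3K9ac in HDA6-ZF and 0 bp for Pol II Ser5 in EYFP-ZF. With only peaks of a q value of 1e-05 or lower, it moved to −202 bp for H3K14ac in EYFP-ZF, −633.5 bp for H3K36me2 in ELF7-ZF, −573 bp for H3K9ac in HDA6-ZF, −106 bp for H4K16ac in HD2B-ZF, −106 bp for H4K16ac in HD2C-ZF and −26.5 bp for Pol II Ser5 in ELF7-ZF. The cause was not tested.

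The shares of ELF7 peaks overlapped by other peaks or by genes moved to 49.4% for Pol II Ser5, 75.0% for H3K36me2, 79.6% for H3K36me3 and 48.1% for Pol II and H3K36me2 or H3K36me3 with the ELF7 peaks of replicate 1 alone, to 58.3% for Pol II Ser5, 68.3% for H3K36me2, 76.8% for H3K36me3, 99.6% for annotated genes and 56.0% for Pol II and H3K36me2 or H3K36me3 with those of replicate 2 alone, and to 49.2% for Pol II Ser5, 47.7% for H3K36me2, 72.3% for H3K36me3, 98.8% for annotated genes, 97.5% for protein-coding genes and 45.0% for Pol II and H3K36me2 or H3K36me3 when at least 50% of the ELF7 peak had to be covered. For HD2A peaks, covering at least 50% of the peak moved the shares to 36.8% for H3K9ac, 37.3% for H3K27ac and 29.5% for H4K16ac. The HD2A list holds no fold, so taking all its peaks as deposited is the main value itself and gave no other. The number of genes with a start near a ZF site moved to 1749 when the midpoint of the site had to lie in the stretch, which admits fewer sites by construction. The number of sites stayed within 1.5 times for any summit of at least 4-fold (6574) and for counted summits (6915).

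For the cytosines called methylated at *FWA*, 243 alternative counts stayed within 1.5 times and 30 moved further. No size minimum in percentage points, which admits smaller differences by construction, gave for CG 1 in ELF7-ZF, 2 in HD2A-ZF, 1 in HD2B-ZF, 1 in HD2C-ZF, 1 in HDA6-ZF, 3 in JMJ14-ZF, 1 in JMJ18-ZF, 2 in LHP1-ZF, 6 in MSI1-ZF and 12 in ZF-SUVH2; for CHG 3 in Col-0 and 1 in ZF-SUVH2; and for CHH 4 in CPL2-ZF, 55 in Col-0, 1 in ELF7-ZF, 5 in EYFP-ZF, 2 in HD2A-ZF, 2 in HD2B-ZF, 1 in HD2C-ZF, 5 in HDA6-ZF, 1 in JMJ18-ZF, 4 in LHP1-ZF, 12 in MSI1-ZF and 45 in ZF-SUVH2. A size minimum of 5 points gave 2 CHG and 20 CHH cytosines in Col-0, and 6 CG and 7 CHH cytosines in ZF-SUVH2. For ZF-SUVH2, 6 CG and 8 CHH cytosines were called without replicate 1, and 3 CG and 5 CHH without replicate 2. Coverage minimums of 1 and 100 moved no count past 1.5 times. Taking the mean of the cytosines' levels in place of pooled reads moved 4 of the mean levels by more than the spread between replicates, to 0.0917% for CG in EYFP-ZF, 0.0526% for CHG in LHP1-ZF, 0.149% for CHH in MSI1-ZF and 4.95% for CHH in ZF-SUVH2. The other 38 stayed within it, as did all 42 with a coverage minimum of 1 and all 42 with one of 100; values without a replicate cannot leave it with 2 replicates.

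Depth limits these results unevenly. In BS-PCR-seq, a floor of 3 reads over the CG cytosines of the 3 regions was between 0.000244% in ZF-SUVH2 replicate 2 and 0.00162% in HD2C-ZF, so depth limits no level reported here and the number of replicates does. The depth behind the peak lists is unknown, and a site without a peak in a short list, such as those of H3K27me3 in EYFP-ZF, says little.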

Differences from the paper's values

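Of the tests named in this part, those with ZF sites of any summit of at least 4-fold and those of the shares lost of marked and gained of unmarked sites were chosen only after the result was seen.

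The paper gives 16768 ELF7-FLAG peaks in its text, where 8342 were counted here as peaks of replicate 1 that overlap a replicate 2 peak of at least 2-fold. Of the alternatives set before the data were examined, the peaks of replicate 1 alone (16768) equal the paper's number and those of replicate 2 alone (11927) fall within 1.5 times of it. The paper has most of the ELF7 signal overlapping Pol II and the H3K36 marks. With the peaks of replicate 1 alone, 49.4% overlapped a Pol II peak and 48.1% both a Pol II peak and one of H3K36me2 or H3K36me3, against 72.1 and 70.4% of the 8342.

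The paper reports that Pol II builds up at ELF7 sites in *elf7-3*. Here the mean difference was 0.0790 percentage points and not called; requiring a summit within 250 bp gave 15.2, which was called. The share of ELF7 peaks with a Col-0 Pol II peak that lost it was lower than at shuffled regions by 19.0, and the share of those without one that gained it was higher by 9.59, each called, in tests chosen after seeing the values that dropped 6 and 9 of the 14 calls made at ZF sites with the gained share. Col-0 Pol II peaks are far more common at ELF7 peaks (51.5 and 44.5%) than at shuffled regions (3.32 and 5.02%). Less loss and more gain there therefore do not by themselves show a buildup. That inequality also lowers the gained share, so the uncalled 0.0790 does not argue against a buildup either. The paper reports Pol II enrichment at off-target sites in ELF7-ZF. Here replicate 1 was higher by 7.04 and replicate 2 differed by −11.3, each past the threshold. Leaving out replicate 2 thus reaches the paper's direction with a call. In replicate 2, *fwa* peaks covered 16.9% of ZF and 9.47% of shuffled sites. That inequality lowers the gained share, so −11.3 does not by itself argue against enrichment. The mean was positive but not called with a summit within 250 bp (5.90), with *fwa* of all data sets (4.45), with control sites moved 10000 bp (1.14), and for sites of at least 2-fold (0.667) or 6-fold (0.176). The share gained of unmarked sites, chosen after seeing the values and dropping 9 of the 14 calls, was higher by 3.57 and called, as it was in EYFP-ZF, by 0.530. The promoter peak at *FWA* in both ELF7-ZF replicates goes with the paper's description. The paper describes no such prominent peak in HD2A-ZF or *fwa*. A promoter peak was listed in both HD2A-ZF replicates, with a fold higher than 31.7 and 69.4% of its list, and in *fwa* of the second data set, higher than 75.4%, against 93.2 and 79.0% in ELF7-ZF. The lists differ in length: in replicate 2, 3905 peaks of the HD2A-ZF list and 3829 of the ELF7-ZF list had a higher fold.

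The paper reports lower H4K16ac, H3K27ac and H3K9ac at off-target sites in the HD2-ZF lines. For H4K16ac, the differences here were −0.103 in HD2A-ZF, 4.90 in HD2B-ZF and 0.262 in HD2C-ZF, and no setting gave a call of lower H4K16ac. For H3K27ac, HD2C-ZF was called lower, at −29.7, and HD2A-ZF (−15.8) and HD2B-ZF (−9.76) were lower without a call. Any overlap of at least 1 bp called HD2A-ZF (−14.9), sites of at least 2-fold (−10.0) and a summit within 250 bp (−10.3) called HD2B-ZF, and leaving out replicate 1 called both (−25.8 and −17.6). The gained share of H3K9ac was called lower in HD2A-ZF (2 libraries). In HD2B-ZF and HD2C-ZF it was past the threshold in the only library of each, with no replicate to set it against. The share lost of marked sites was not called higher than at shuffled sites for any of the 3 marks in any HD2-ZF line, for example 11.0 and 5.66% against 11.6 and 6.07% for H3K9ac in HD2A-ZF, so the lower gained shares do not show extra loss. At *FWA*, the H3K9ac peaks were narrower in all 3 lines, the H4K16ac peak was absent in HD2B-ZF and HD2C-ZF, and the fold of the H3K27ac peak ranked lower within its list than in *fwa* in all HD2-ZF libraries, which goes the paper's way. In HD2A-ZF the H4K16ac peak was absent in replicate 1 and, against that, wider than in *fwa* in replicate 2 (268 against 141 bp). Its fold there stood above 3.67% of its list against 19.1%, but the lists differ in length. In them, 13450 peaks had a higher fold in HD2A-ZF and 14131 in *fwa*, so this rank does not show a lower peak. The mean length covered by H3K27ac peaks was 31.75 bp larger than in *fwa* in HD2B-ZF and 29.75 bp larger in HD2C-ZF, within the spread between replicates. With only peaks of a q value of 1e-05 or lower, the difference was −110.25 bp in HD2B-ZF, also within that spread, and still 29.75 bp in HD2C-ZF.

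The paper states that EYFP-ZF did not lower acetylation at *FWA*. Its peaks were called in both replicates, and were narrower than those of *fwa* by means of −60.5 bp for H3K9ac, −115.5 bp for H3K27ac and −142.5 bp for H4K16ac. The fold of the peak ranked within its list, in EYFP-ZF against *fwa*, at 60.5 and 71.2% against 48.5 and 63.2% for H3K9ac, with overlapping ranges that do not run against the paper, at 56.8 and 59.9% against 62.4 and 52.5% for H3K27ac, and at 48.4 and 39.5% against 74.7 and 40.8% for H4K16ac.

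The paper reports lower H3K9ac in HDA6-ZF at off-target sites. Here the difference of −9.33 was past the threshold in replicate 1 only and so not called. It was called with a replicate block (−9.88), any overlap of at least 1 bp (−15.9), a summit within 250 bp (−17.9), sites of at least 2-fold (−14.5) or 6-fold (−24.5) and without replicate 2 (−10.3). It was also called for sites with any summit of at least 4-fold (−11.2), a setting chosen after seeing the values, which dropped 0 of the calls made with the main sites. The share lost of marked sites was not higher than at shuffled sites past the threshold (5.38 and 6.36% against 5.20 and 7.13%). Of the quartiles of *fwa* peaks by fold, the second alone had a called extra loss at ZF sites, which goes the paper's way. The shares there were 2.41% against 0.559% (the larger adjusted p = 0.0286, exact test). For H3K14ac, also reported lower, the gained share was called at −9.74, but 14.5 and 15.5% of marked ZF sites were lost against 14.7 and 19.2% of shuffled ones. The paper also reports lower H3K9ac at *FWA* in MSI1-ZF, where peaks covered 748 bp against 766.5 bp in *fwa*, within the spread between replicates. Going the paper's way, the fold of that peak ranked lower within its list in both MSI1-ZF replicates (49.4 and 37.9%) than in either *fwa* library (59.3 and 68.5%), and the H3K14ac peak was narrower. The fold of the H3K14ac peak ranked at 30.5 and 12.1% in MSI1-ZF against 29.5 and 40.2% in *fwa*, ranges that overlap.

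The paper reports less H3K4me3 at *FWA* in JMJ14-ZF. The peak there covered 1 bp more than in *fwa* on average; over the gene alone it was narrower in replicate 1 (499 against 557 bp) and not in replicate 2 (775 against 774 bp). Its fold ranked lower within its list than that of *fwa* in both replicates, and so did that of EYFP-ZF, by less. The paper reports H3K27me3 at *FWA* in LHP1-ZF, and replicate 2 had no peak there, whereas replicate 1 had 3 peaks. The paper reports less H3K36me3 at *FWA* in ELF7-ZF, where peaks covered 365.5 bp more than in *fwa*. The fold of the peak there ranked at 76.6 and 22.8% against 37.7 and 88.6% in *fwa*, so replicate 2 goes the paper's way and replicate 1 does not. The paper also reports more H3K36me3 at off-target sites, where the difference of 5.90 was not called. Without replicate 1 the difference was 13.1. Any overlap of at least 1 bp called the change, at 10.6. So did the share gained of unmarked sites (1.99), chosen after seeing the values, which dropped 9 of the 14 calls.

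The paper describes more removal of H3K4me3 in JMJ14-ZF, and of acetylation in the deacetylase lines, where the mark was high before. In the quartiles of *fwa* peaks by fold, no loss was called in the highest quartile in any line, and the losses called at ZF sites lay in the lower 3 quartiles, for example 19.7 percentage points in the lowest quartile for H3K14ac in MSI1-ZF. A peak list shows only whether a peak was called, not how far its signal fell.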

Other observations

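The tests of the short EYFP-ZF lists, of *FWA* region 1 in MSI1-ZF, of the background in ZF-SUVH2 replicate 2, of the 2 single cytosines and of the shares lost of marked and gained of unmarked sites below were chosen only after the result was seen.

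H3K27me3 peaks in ELF7-ZF, for which the paper makes no claim in its text, were lower at ZF sites than at shuffled sites by a mean difference of −23.3 ± 12.1 percentage points (SD, n = 2 libraries, lower in both, the larger adjusted p = 3.1e-06, Fisher's exact test). Of the sites marked in *fwa*, ELF7-ZF lost 18.5 and 30.0%, against 11.4 and 25.1% of shuffled sites (the larger adjusted p = 0.0135, exact test). With equal numbers of peaks in every list the difference nearer to 0 of the 2 replicates was −14.9, which argues against unequal lists as the whole cause. No biological explanation was tested.

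Pol II Ser5 differences at ZF sites in ELF7-ZF had opposite signs in the 2 replicates. With equal numbers of peaks they still did, the lower being −10.6 percentage points, which argues against *fwa* lists of unequal length as the cause. The share gained of unmarked sites was higher than at shuffled sites in both (10.4 and 2.92% against 4.48 and 1.69%), and the share lost of marked sites only in replicate 2 (19.7 against 14.1%, and 10.1 against 11.9% in replicate 1). In *fwa*, peaks covered 16.9% of ZF and 9.47% of shuffled sites in replicate 2, and 8.16 and 6.22% in replicate 1. The gained share falls with such inequality, so the opposite signs alone do not show opposite effects. A difference between the plants or the immunoprecipitations of the 2 data sets stays open and was not tested.

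All 10611 peaks in the *elf7-3* Pol II list of replicate 2 carry names that mention H3. Of them, 92.2% overlapped a Col-0 Pol II peak of the same data set, against 70.4% in replicate 1. This argues against a list made from the H3 library.

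The catalogue number given for the antibodies against H3K14ac and H3K27ac is the same. In *fwa* libraries of 1 data set, lists of the 2 marks shared at most 66.4% of their bases (63.9 to 66.4%, 4 pairs), fewer than replicate lists of a mark (75.4 to 80.7%, 2 pairs). This argues against a single antibody for both marks, within so few pairs.

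New H3K27me3 peaks at ZF sites in LHP1-ZF and MSI1-ZF could come from the growth of domains already present in *fwa*. Of the fusion peaks at gained sites, 47.7 to 51.9% over the 4 libraries overlapped a *fwa* peak. Growth would give most of them and new domains few, so growth and new domains cannot be told apart for these peaks as a set. Among sites without a *fwa* peak, the share gained was higher in the top than in the lowest quartile of FLAG fold in all 4 libraries, the smallest difference being 3.48 percentage points (6.28 against 2.80% in LHP1-ZF replicate 1). An effect of the amount of ZF protein at the site would give this. The FLAG fold was, however, measured in floral tissue of another line, labelled TRB1-ZF, and may include binding through the fused protein.

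The H3K27me3 lists of EYFP-ZF held 940 and 1373 peaks. The *fwa* lists of the same data set held 1149 and 2199, against 12441 to 14103 in other *fwa* lists, which argues against an effect of EYFP-ZF on the number of peaks.

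CG cytosines of region 1 of *FWA* were at a mean of 3.49% in MSI1-ZF. Carry-over of ZF-SUVH2 amplicons would raise the first 2 CG cytosines of region 2 as well, but there the level less that of *fwa* was −1.26% of that in region 1. Carry-over of Col-0 amplicons would raise the 3 CG cytosines of region 1 almost equally, but the second was at most 50.5% of the mean of the others. Incomplete conversion would raise CHH cytosines as much, and their pooled level in region 1 was 0.282% in the higher of the 2 replicates. All 3 results argue against those explanations. A low level of CG methylation in some of the MSI1-ZF plants may remain as a hypothesis, found and tested on the same data, and a mixture of seed was not tested. JMJ14-ZF was also raised in region 1, at 0.714 and 2.37% in its replicates, with a largest difference from *fwa* of 3.20 points at 13038250; no explanation was tested for it.

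ZF-SUVH2 replicate 2 had raised levels at CHH as well as CG cytosines. At the amplicon in *MSH3*, its CHH level was 0.987% and its CG level 0.871%, where the highest CHH level of the other libraries was 0.0996%. This is consistent with incomplete bisulfite conversion or base errors in that library, between which the files do not decide. Carry-over of Col-0 amplicons would raise CG above CHH, and CG less CHH was −0.116 points, which argues against it.

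One CHG cytosine of the *MSH3* amplicon, the higher of its 2, was at 52.3 to 74.0% in 27 libraries. The largest difference between the 2 libraries of a line was 19.4 points, in *fwa* (72.5 and 53.1%), larger than the range of the means of 13 lines (16.7 points). This argues against DNA methylation that differs between lines.

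One CG cytosine of region 2 of *FWA* was at 2.52 to 4.04% in replicate 2 of 7 ZF fusion lines, and at 0.561% or lower in their replicate 1, against 0.427 and 0.152% in *fwa*. The test set for it, that replicate 1 lie below 0.1 times the highest replicate 2 level, could not be met, since *fwa* replicate 1 itself lies above that limit. That test therefore decides nothing. Recruitment of methylation by the fusions would raise replicate 1 as well. There the 7 lines were at 0.394 to 0.561%, near the 0.427% of *fwa* replicate 1, which argues against recruitment in these lines. The cause of the difference between the replicates was not tested.

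H3K9ac peaks in HD2A-ZF replicate 2 were gained more often than lost at shuffled sites too. With equal numbers of peaks, 83.9% of the gained and lost shuffled sites were gained, which argues against a longer HD2A-ZF list as the cause. Its peaks were also wider, with a median of 628 bp against 509 bp in *fwa*, and covered 12741193 against 9761434 bases. Wider peaks cover more midpoints, which equal numbers of peaks need not remove, so peak width stays open as a cause. No biological explanation was tested.

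In EYFP-ZF, the difference for H3K14ac at ZF sites was 0.00455 ± 1.28 percentage points (SD, n = 2 libraries, the larger adjusted p = 0.928, Fisher's exact test). EYFP-ZF lacked fewer *fwa* peaks at ZF sites than away in the lowest quartile of H4K16ac, by −14.5 percentage points (n = 2, lower in both, the larger adjusted p = 0.0462, exact test), and in the second quartile of H3K14ac, by −4.95 (n = 2, lower in both, the larger adjusted p = 0.0431, exact test). At the first of these, the call was lost with *fwa* peaks of a q value of 1e-05 or lower.

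AT3G13470, on chromosome 3, has 2 ZF sites near its start, from 4387914 to 4388697 with a fold of 8.16 and from 4388979 to 4389888 with a fold of 6.97. At the midpoint of the second, H3K4me3 peaks were present in *fwa* and absent from both JMJ14-ZF replicates, and H3K9ac and H3K14ac peaks were present in both *fwa* libraries and absent from both MSI1-ZF replicates. No H3K27me3 peak was listed at either site in any of the lists compared. At the first site, Pol II peaks were present in *fwa* and absent from both HD2A-ZF replicates. No other fusion with 2 replicates of a mark lacked a peak of *fwa* at these sites in both.

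Of the sites that gained H3K27me3 in both replicates, the next after the site of highest FLAG fold were nearest to AT4G14245 (fold 11.6) and AT1G30935 (11.2) in LHP1-ZF, and to AT5G36190 (10.8) and AT2G19660 (10.7) in MSI1-ZF.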
